# How exposure to ALS-inhibiting gametocide tribenuron-methyl induces male sterility in rapeseed

**DOI:** 10.1186/s12870-019-1722-1

**Published:** 2019-04-02

**Authors:** Jing-long Lian, Li-Suo Ren, Cong Zhang, Cheng-Yu Yu, Zhen Huang, Ai-Xia Xu, Jun-Gang Dong

**Keywords:** Rapeseed, Male sterility, Gametocide, Acetolactate synthase, Tribenuron, Plastid

## Abstract

**Background:**

Acetolactate synthase (ALS)-inhibiting herbicide tribenuron-methyl (TBM) is an efficient gametocide that can cause rapeseed (*Brassica napus* L.) to become male sterile and outcrossing. To find the reason the TBM treatment leads to male sterility, an integrated study using cytological, physiological, and transcriptomic methods was conducted.

**Results:**

Some temporary symptoms, including the discoloration of young leaves and a short halt of raceme elongation, were observed in the rapeseed plants exposed to TBM at an application rate of 1 μg per plant. Both chloroplasts in young leaves and plastids in anthers were deformed. TBM also reduced the leaf photosynthetic rate and the contents of chlorophyll, soluble sugar and pyruvate. Both the tapetal cells and uni-nucleate microspores in the treated plants showed large autophagic vacuoles, and the tissue degenerated quickly. A transcriptomic comparison with the control identified 200 upregulated and 163 downregulated differential expression genes in the small flower buds of the TBM treatment. The genes encoding functionally important proteins, including glucan endo-1,3-beta-glucosidase A6, QUARTET3 (QRT3), ARABIDOPSIS ANTHER 7 (ATA7), non-specific lipid-transfer protein LTP11 and LTP12, histone-lysine N-methyltransferase ATXR6, spermidine coumaroyl-CoA acyltransferase (SCT), and photosystem II reaction centre protein psbB, were downregulated by TBM exposure. Some important genes encoding autophagy-related protein ATG8a and metabolic detoxification related proteins, including DTX1, DTX6, DTX35, cytosolic sulfotransferase SOT12, and six members of glutathione S-transferase, were upregulated. In addition, several genes related to hormone stimulus, such as *1-aminocyclopropane-1-carboxylate synthase 8* (*ACS8*), ethylene-responsive factor *ERF1A, ERF1, ERF71, CRF6,* and *RAP2-3*, were also upregulated. The transcriptional regulation is in accordance with the functional abnormalities of pollen wall formation, lipid metabolism, chloroplast structure, ethylene generation, cell cycle, and tissue autophagy.

**Conclusion:**

The results suggested that except for ALS, the metabolic pathways related to lipid metabolism, pollen exine formation, photosynthesis and hormone response are associated with male sterility induced by TBM. The results provide new insight into the molecular mechanisms of inducing male sterility by sulfonylurea.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-019-1722-1) contains supplementary material, which is available to authorized users.

## Background

Acetolactate synthase (ALS; EC 4.1.3.18) is a key enzyme in the biosynthesis of leucine, valine, and isoleucine, which are branched-chain amino acids (BCAAs) and can be inhibited by various herbicides of group B (according to the Herbicide Resistance Action Committee classification) from the sulfonylurea (SU), imidazolinone, triazolopyrimidine, pyrimidinylbenzoate, and sulfonylamino-carbonyltriazolinone families [1]. Though ALS is known to be the common target of dozens of herbicides, the reason why ALS-inhibitors cause phytotoxicity remains highly elusive. Various hypotheses, including the depletion of the BCAA pool, blocking of DNA synthesis, accumulation of substrates, and blocking of photoassimilate translocation, as well as anaerobic respiration, have been suggested as the mechanism of the cytotoxicity of ALS-inhibiting herbicides based on physiological traits, cellular alterations, and the metabolic investigation of the plants and microbes exposed to ALS-inhibiting herbicides (reviewed by Zhou et al., [2]). Unfortunately, there is still not a consensus on the mechanism for cell death caused by ALS-inhibiting herbicides.

Except for the herbicidal activity of ALS-inhibitors, many members of SU and the imidazolinone family, for example, tribenuron-methyl (TBM), amidosulfuron, and imazethapyr (IM), were identified to be good gametocides that can induce complete male sterility (MS) in many cruciferous species or some cereal plants when applied at sub-lethal amounts [3–10]. This MS belongs to chemically induced MS (CIMS). In plant breeding, both inheritable MS (genic male sterility and cytoplasmic male sterility) and CIMS are used to promote outcrossing in the maternal line of hybrid seed production. The main advantages of the CIMS method over inheritable MS is that most inbred lines or cultivars can be used as the parent lines of hybrids, and different lines need not be created for an MS system, i.e., male sterile line, maintainer, and restorer. In addition, many heritable MS systems showed poor seed-set, quality traits, and/or disease resistance of their hybrids [11–13]. By now, breeding based on CIMS has had great success in China, and more than 20 commercial hybrid rapeseed (*Brassica napus* L.) varieties based on CIMS have been registered [10].

Several institutes have conducted transcriptomic analyses to determine the reason for the phytotoxicity of ALS-inhibiting herbicides. Manabe et al., [14] identified some genes of defence and detoxification at the early stage after IM application and other genes involved in the biosynthesis of amino acids and secondary metabolites at a later stage by a comparison between IM-sensitive and resistant *Arabidopsis thaliana* mutants. The differences between the SU herbicide treatment of primisulfuron and prosulfuron can be showed by DNA array detection using *A. thaliana* genes that belong to the secondary metabolism [15]. Similarly, the transcriptional changes of a few genes could differentiate the responses of *A. thaliana* and *B. napus* to several closely related herbicides [16]. The mechanism of MS occurring in the plants susceptible to a sub-lethal rate (approximately 1 to 5% of the dose recommended for weed control) of these herbicides remains unknown. A few other studies [8–10] investigated the mechanism of CIMS by ALS-inhibiting gametocides, such as monosulfuron ester sodium (MES, which belongs to the SU family), imazethapyr (IM, belongs to the imidazolinone family), and amidosulfuron. The blocking of carbohydrate and lipid metabolism, the destruction of chloroplasts and autophagic cell death were suggested in these studies [7–10, 17, 18].

The MS induced by ALS-inhibiting herbicides give us a good chance to study the phytotoxic effect of these herbicides, especially at a sub-lethal dose. Although some SUs and imidazolinones can elicit CIMS in Brassica or other plants [3–10], the inhibition of the ALS enzyme is not a guaranty of CIMS. Some triazolopyrimidine and pyrimidinylthiobenzoate herbicides cannot cause MS, though they also inhibited the activity of the ALS enzyme [5]. It seems that some other biological pathways are also necessary for ALS-inhibition gametocides to induce MS. The aim of this study was to investigate the cytological, physiological, and transcriptional changes of the rapeseed response to gametocide TBM exposure. The possible associations of these biological responses with MS were discussed. These results would be useful to better understand the mechanisms inducing MS by TBM and other ALS-inhibitors.

## Methods

### Plant material and TBM treatment

The plants of rapeseed cv. SP2F (TBM susceptible) were grown in the experimental field of Northwest A&F University (Yangling, Shaanxi, China), with a plant density of 15 seedlings per square metre. The bolting plants (fifteen days before flower opening) were foliar-sprayed by a working solution containing of 0.2 mg/L (available ingredient) TBM (Express™) and 0.2 mL/L surfactant sodium alkylethersulfate, at a rate of approximately 5 mL per plant (the calculated dose of TBM is 1 μg per plant, equal to 150 mg/ha). A handheld high pressure pump sprayer was used to evenly moisten the leaves. This treatment had three replicates, with each plot containing approximately 100 plants. Another group of plants, which served as the negative control, were sprayed with only water containing the surfactant. An *als* mutant DS3 (genotype TBM-R) that was donated by the Institute of Industrial Crop, Jiangsu Academy of Agriculture Science [19] was also treated with the TBM solution to compare the genotypic effect.

### Cytological observations

An aceto-carmine staining of anthers was performed to examine the microspore and pollen developmental stage [10]. Leaves and flower buds from the TBM-treated plants and control were collected according to their developmental stages. The process of section preparation was the same as in our previous study [10].

### Assay of physiological traits

Since ALS is the main target enzyme of TBM, the in vivo activities of ALS enzymes in mature leaves and young flower buds (length ≤ 3 mm) were assayed several days after treatment (DAT), as in our previous study [10]. Student’s *t*-test was used to simultaneously compare the same collected tissues for each of three replicates. The in vivo ALS activity, which was decided by accumulation of acetolactate in the tissue, is often used to determine the ALS activity inhibition by the herbicide that is absorbed and/or translocated by plant. This method also concerns the substrate supply or metabolic detoxification of the herbicide. Moreover, to find biological pathways other than ALS that are affected by TBM, more physiological traits were determined, especially those related to the photosynthesis system, owing to leaf discoloration by TBM. The photosynthetic rate of the upper mature leaves of five plants in each treatment was measured 0, 2, 4, 6 DAT using our previous method [10]. The contents of chlorophyll, pyruvate acid, and soluble sugar in the leaves and the ethylene release rate in the flower buds were assayed as in our previous study [10].

### Transcriptomic analysis

The young flower buds (length ≤ 3 mm) corresponding to the key stages sensitive to gametocides, that is, the microsporocyte (or microspore mother cell, MMC) to uni-nucleate microspore stages, were dissected from the plants 5 DAT, as well as from the control plants. The two biological replicates were designed as HS1 and HS2 for the treatment and CK1 and CK2 for the control. The total RNA was extracted and reverse transcribed to cDNA using our previous method [10]. Two groups of Illumina DGE (digital gene-expression tag profiling) libraries were constructed using the aforementioned cDNAs of young flower buds. We performed the single end sequencing on an Illumina Hiseq2500 platform following the vendor’s protocol. All reads were deposited in NCBI under the Gene Expression Omnibus accession number GSE113681. After a quality check and data filter [10], the obtained clean reads with a length of 36 nt were aligned with *Brassica* Gene Index Databases (Dana-Farber Cancer Institute (DFCI), Boston, MA 02115, USA. URL: http://compbio.dfci.harvard.edu/tgi or ftp://occams.dfci.harvard.edu/pub/bio/tgi/data/) by using Bowtie v2.1.0 (http://sourceforge.net/projects/bowtie-bio/files/bowtie2/2.1.0/). The number of perfect reads matching each unigene was normalized to transcripts per kilobase of exon model per million mapped reads (TPM). The low-frequency transcripts were filtered, and the significant DETs among the two groups of samples were selected [10]. The sequence of each DET was further searched by BLAST to get more information from the NCBI nucleotide collection database. The functional annotation was searched in the UniProt database (http://www.uniprot.org/). Some selected DETs were clustered by using Cluster 3.0 (http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm), according to the relative expression values transformed from their TPM. The genetic networks of GO (Gene Ontology) terms for the DETs were predicted by the BiNGO software in Cytoscape (www.cytoscape.org/). All possible protein-protein interactions among the DETs were further revealed by the STRING platform (https://string-db.org/).

### Quantitative real-time PCR (qPCR) for gene expression analysis

The procedure of qPCR is similar to our previous study with minor modifications [10]. The RNA was extracted by using HiPure Plant RNA Mini Kit (Magen, Guangzhou, China). Two *ALS* loci (*ALS1* and *ALS3*) encoding the proteins with necessary function for *B. napus* [17] and other 16 selected DETs were tested by qPCR using specific primers (Additional file 1: Table S1) that were designed according to corresponding cDNA sequences. PCR assays were performed on a QuantStudio 3 thermal cycler (Thermo Fisher Scientific, CA, USA).

## Results

### Morphological changes of rapeseed exposed to a sub-lethal dose of TBM

The anthers of the TBM-treated plants were shrivelled and contained only dead pollen grains that were deformed and not stained by aceto-carmine (Fig. 1). In addition to the MS phenotype, TBM had some morphological influences on rapeseed, including the temporary depression of the stem elongation and discoloration of young leaves in the first several days, indicating a phytotoxic effect on cell growth, chloroplast structure, and/or flavonoid biosynthesis. The exposure to 5 mL of 0.2 mg/L TBM per plant resulted in no reduction in mature plant height but did cause a 1-2 day delay in the flowering time and a short retardation of raceme elongation. To offset the metabolic detoxification during the long period of flowering that can last for three weeks, TBM exposure of a higher dose was used to prolong the gametocidal effect on the anther. Therefore, some side effects, such as discoloration in the upper leaf (Fig. 2c) and the deposition of anthocyanin (Fig. 2g) one week after treatment, were observed in the treated plants. The TBM-resistant genotype TBM-R did not show these symptoms, nor did the MS phenotype under the dose treatment (Fig. 2b).

**Fig. 1:**
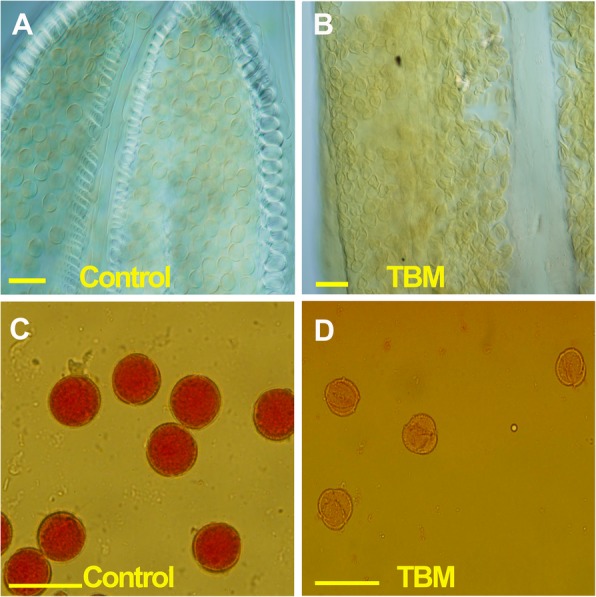
Comparison of the pollen grains between the control and treated plants. **a** Pollen grains are round in shape in the control but malformed in the TBM-treatment (**b**). **c** Pollen grains are deep stained by the aceto-carmine in the control, while they are not stained under TBM treatment (**d**).

**Fig. 2:**
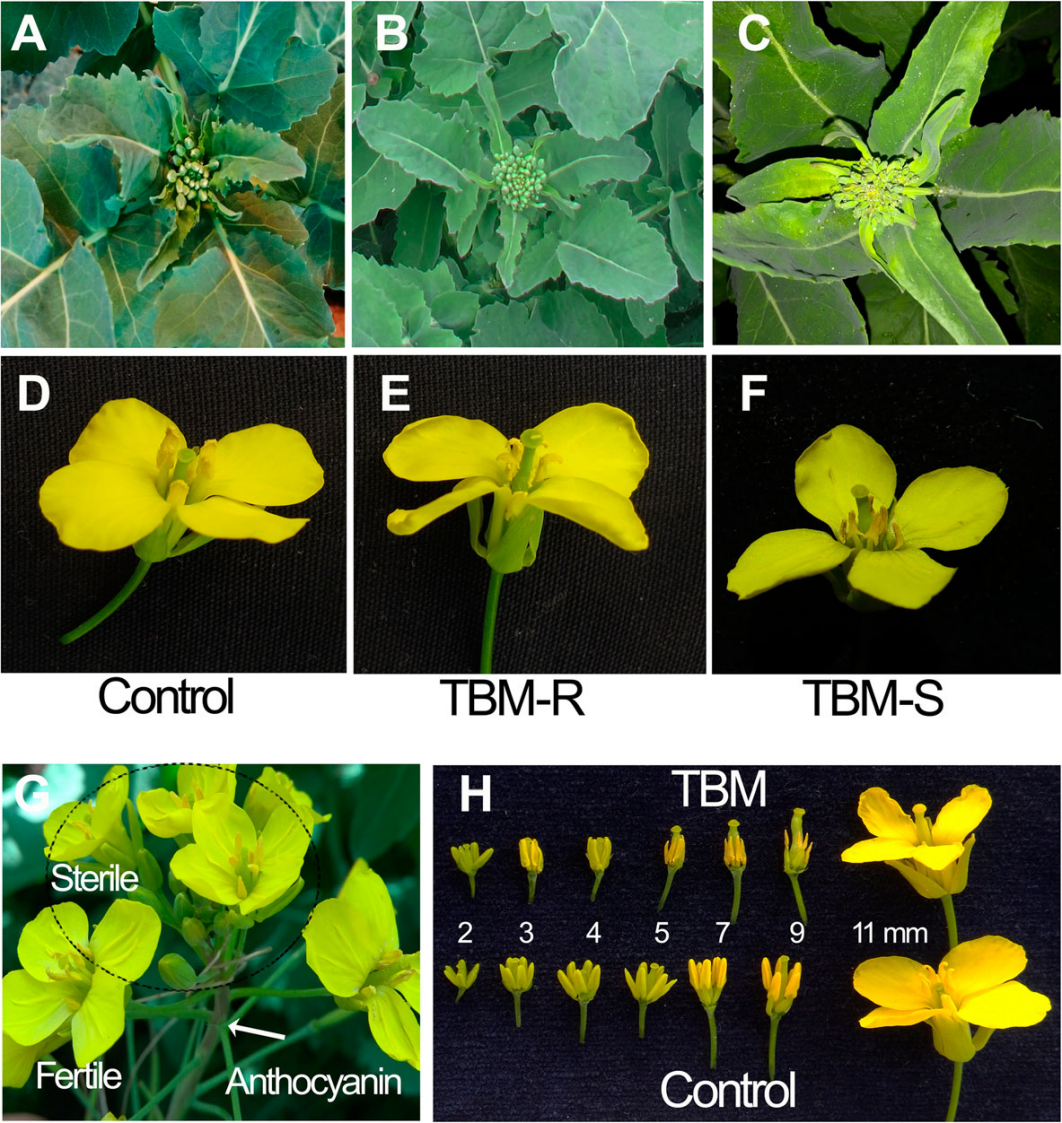
Morphological characteristics and pollen grains of TBM-treated plants. **a** Leaves of control. **b** Leaves of TBM-R after TBM treatment. **c** Leaf discoloration on the TBM-treated plant. The corresponding flowers are shown in (**d**), (**e**), and (**f**) in the bottom panel. **g** Inflorescence transferring from male fertile to sterile phase. Arrowhead indicates anthocyanin deposition. **h** Size reduction of filament and anther in the TBM-treated flower buds ≤3 mm

### Cytological observation of MS induced by TBM

Some obvious defects were observed in either the tapetal cells, the microsporocyte or the microspore at all stages of the developmental process of the microspore and pollen in TBM-treated plants but were not observed in the control (Fig. 3a-d). A normal tapetal cell and microspore contain abundant organelles (Fig. 3a-d). However, during the stage of MMC meiosis, tetrad-formation, and microspore release from the tetrads, the tapetal cells of the TBM treatment had much larger vacuoles than the control (Fig. 3e, f). After the enlargement of the tapetal cells and the expansion of the vacuoles, tapetal cells started to be degraded (Fig. 3f). Tetrad microspores were irregularly shaped compared with the control (Fig. 3f). Both MMCs and tapetal cells showed more space left by the shrivelled nucleus and cytoplasm (Fig. 3e, f). Then, at the uni-nucleate microspore stage, the tapetum and uni-nucleate microspore quickly broke down, with large vacuoles or cavities having formed in the microspore of the treated plants (Fig. 3g). The microspores could not become round (Fig. 3g, h). With the loss of the tapetum, the microspores were eventually degraded (Fig. 3h), and the anther locules became empty, apart from a cluster of microspore remains.

**Fig. 3:**
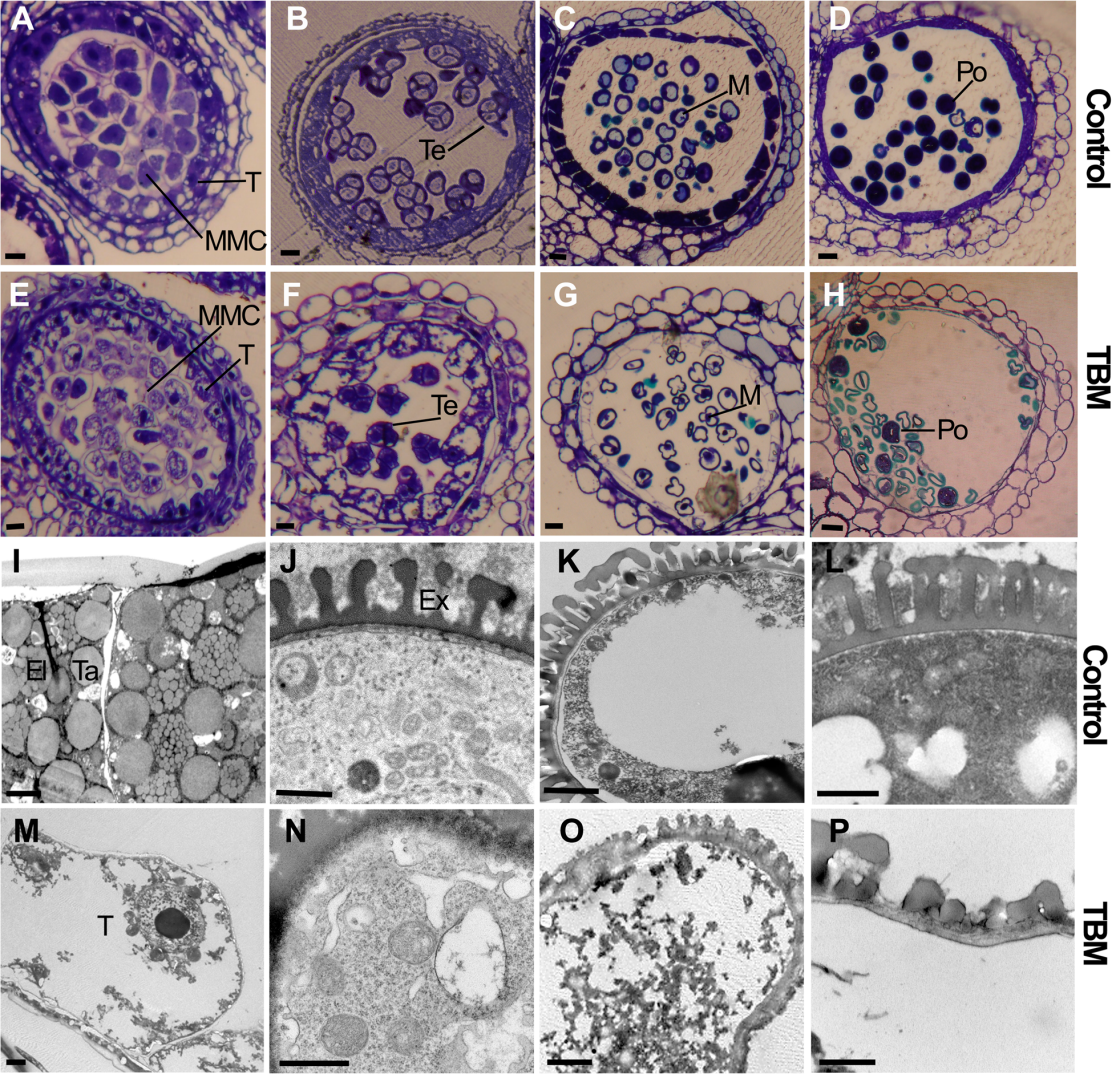
Structure of anthers and pollen of TBM-treated plants*.* (A-H are stained with toluidine blue and the scale bar = 20 μm; I-P are transmission electron microscope images with scale bar = 1 μm.). **a** Normal microsporocyte mother cell. **b** Normal tetrad. **c** Uni-nucleate microspore. **d** Near-mature pollen with deep stain. **e** TBM-treated microsporocyte mother cells and tapetal cells are loosely arranged. **f** Malformed tetrad microspores. **g** TBM-treat tapetal cells disappear at the uni-nucleate stage. **h** Several pollen grains can be stained by toluidine blue, but most unviable pollen grains are deformed. **i** Normal tapetum full of elaioplasts and tapetosomes at the late uni-nucleate microspore stage. **j** Early microspore with exine. **k** Late uni-nucleate microspore. **l** Mature pollen with well-formed exine. **m** Tapetum is degraded at the uni-nucleate microspore stage. **n** Early microspore full of autophagic vacuoles. **o** Malformed microspore with undeveloped exine. **p** Unviable microspore loses cytoplasm, with undeveloped exine. Abbreviation: El, elaioplast; Ex, exine; M, microspore; MMC, microspore mother cell; Po, pollen grain. T, tapetum; Ta, tapetosome; Te, tetrad

TEM observation showed more visible defects in the TBM treatment. Here, some obvious abnormalities were described. At the middle of the microspore stage, normal tapetal cells were congested by numerous elaioplasts and tapetosomes (Fig. 3i), but the structure of the tapetum in TBM-treated plants was very obscure in the structure, without such organelles as elaioplasts and tapetosomes (Fig. 3m) observed. At the uni-nucleate microspore stage, the tapetal cells started to degenerate, and they became less densely stained. (Fig. 3m). In the TBM-treated plants, microspore cytoplasm was degraded by many autophagic vacuoles, producing irregular and hollow cavities (Fig. 3n). Microspore wall development did not proceed, and the exine showed much poorer structural differentiation than the control (Fig. 3o, p). These results show the aberrant lipid metabolism and transportation in TBM-treated plants.

Further cytological observation found that during meiosis, MMC divided to form a tetrad encapsulated by a thick callose layer. However, the tetrad microspores and the callose layer were malformed (Fig. 4b), indicating abnormality in the cell structure and callose deposition and/or dissolution. In addition, at the late stage of the uni-nucleate microspore, the normal plants became bi-nucleate pollen, and the nucleus of TBM-treated plants gradually disappeared and could not fulfil microspore mitosis by the end of uni-nucleate microspore stage (Fig. 4d, f), indicating that TBM had a greater early effect before microspore mitosis. To confirm the key stage at which TBM works, we postponed TBM spraying on the normal rapeseed plants when the flowers begin to open. The flower buds of different sizes on the main raceme were indicated by thread or colour pen. The flower buds longer than 3.5 mm on the treated plants would maintain the fertile phase, and after one week, the subsequent flowers, whose initial sizes were 3 mm long and whose anther development was at the stage of late microspore when they were exposed to TBM, were converted to male sterile state. This observation also suggested that TBM restrains the microsporogenesis process before microspore mitosis, as amidosulfuron did [10].

**Fig. 4:**
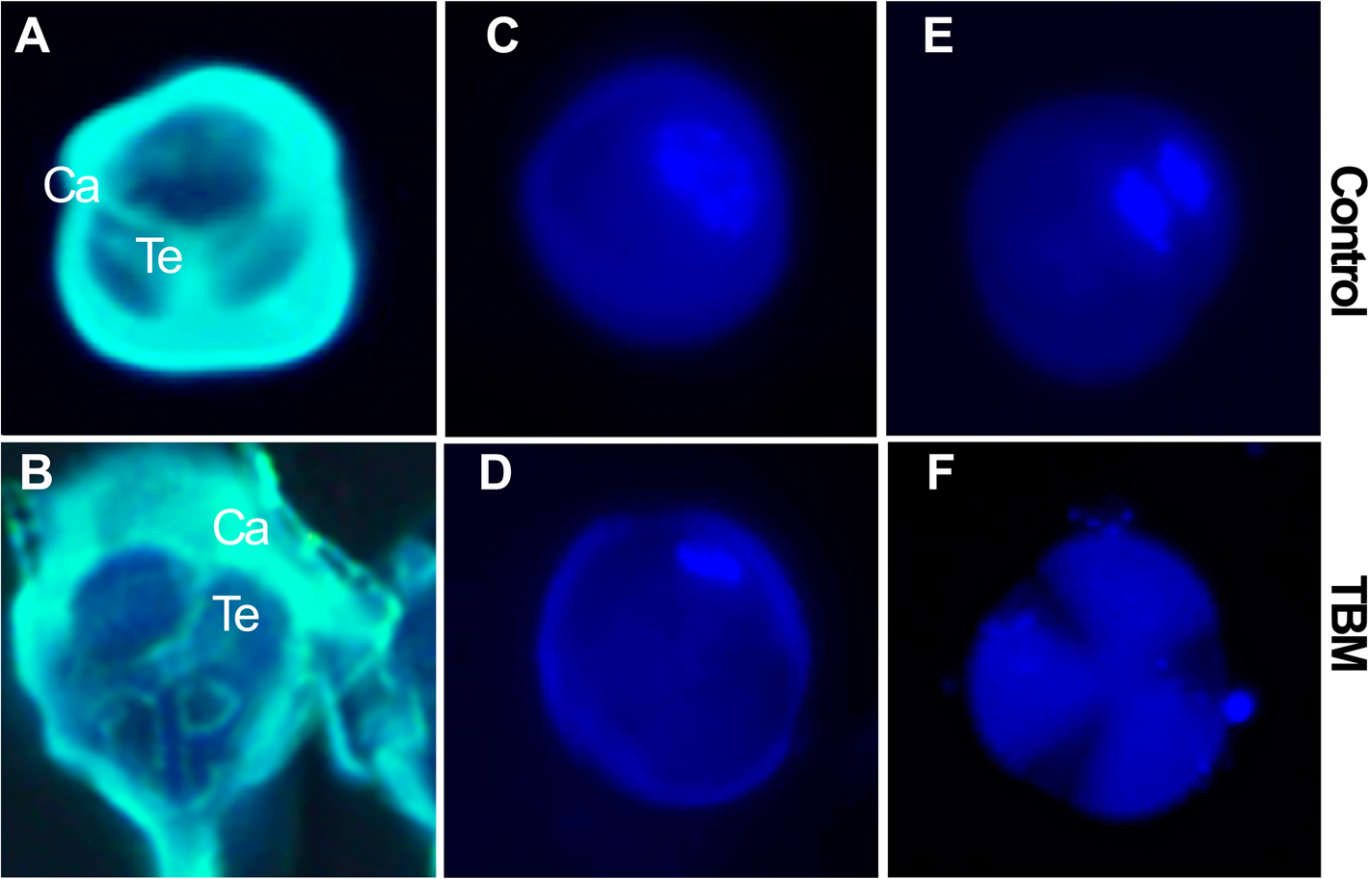
Abnormal callose layer covering the tetrads and stopped microspore development before mitosis in TBM-treated plants. A and B are stained by aniline blue and C to F are stained by DAPI. **a** Callose layer covering the microsporocytes of the control. **b** Deformed callose layer surrounding the tetrad microspores in TBM-treated plants. **c** The uni-nucleate microspore of the control. **d** The uni-nucleate microspore of TBM-treated plants contains a weak DAPI signal. **e** The bi-nucleate pollen grain after first mitosis contains abundant nuclear material with a strong DAPI signal. **f** The nuclear materials of the TBM-treated microspore disappear at this time, and the microspores do not undergo mitosis. Abbreviations: Ca, callose; Te, tetrad. Each pair of figures had the same scale bars of 10 μm

### Effect of TBM treatment on chloroplast structure, photosynthesis and energy metabolism

To know whether the symptom of leaf discoloration could affect the photosynthetic capability, we detected the plastid and chloroplast structure in the anthers and leaves. The normal chloroplasts were inflated, full of grana and thylakoid membranes (Fig. 5a, b). In contrast, the TBM-treated chloroplasts were undeveloped, and its grana were thin (Fig. 5d). These results suggest that TBM-treated plants may have a decreased photosynthetic rate. The chloroplasts in epidermal cells of the TBM-treated plants lost the thylakoid membrane and grana stacks (Fig. 5e). Tapetal elaioplasts were also destroyed by TBM exposure (Fig. 5f), and tapetosomes seldom formed, intimating an abnormality in pollen coat components such as sporopollenin produced by these tapetal organelles.

**Fig. 5:**
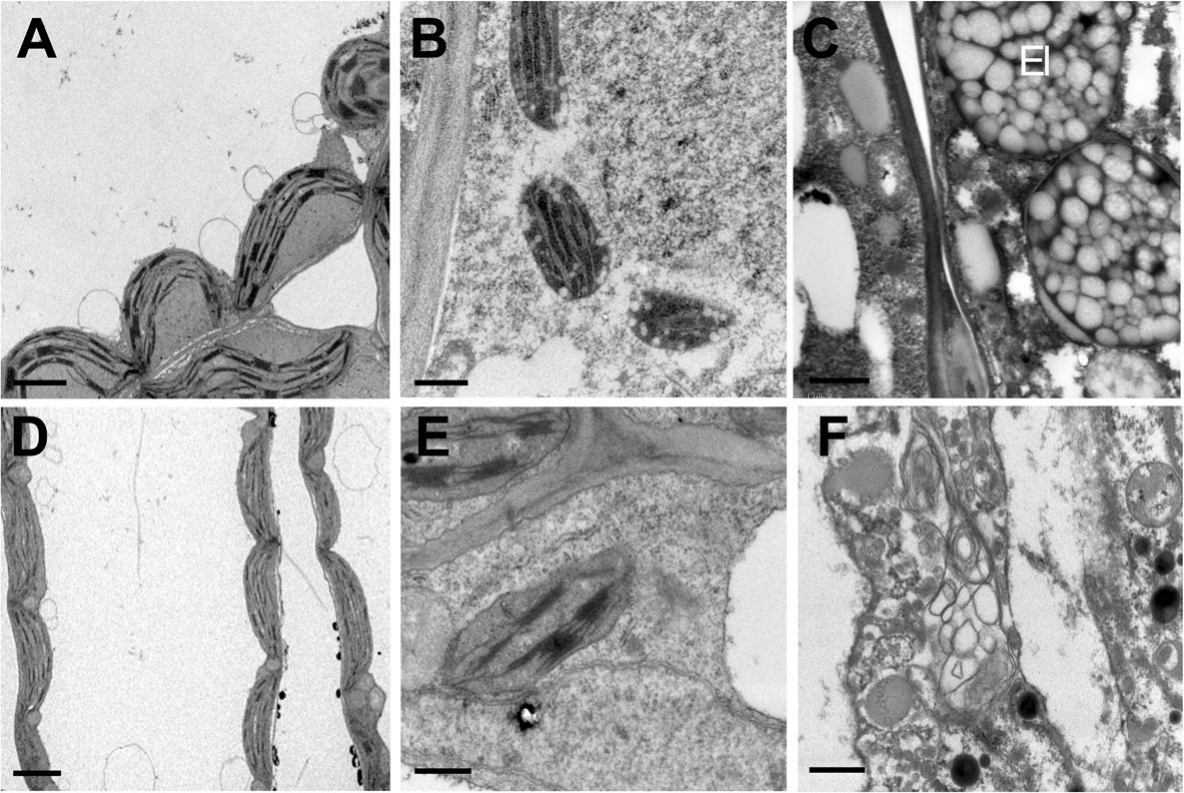
Comparison of chloroplasts and tapetal plastids between the control and treated plants. **a** The mesophyll cell chloroplasts of the control contain grana and thylakoid membranes. **b** Chloroplasts in the anther epidermis of the control contain thylakoid membranes and starch granules. **c** The magnified structures of the tapetum show normal elaioplasts with plastoglobuli accumulated. **d** The chloroplasts in the treated plants are flat and undeveloped. **e** Abnormal chloroplasts in the anther epidermis of the treated plants without grana stacks. **f** The malformed structure and defective organelles, including plastids, in the TBM-treated tapetum. Abbreviation: El, elaioplast. Scale bar = 2 μm

The 0.2 mg/L TBM exposure obviously inhibited the in vivo ALS activity in both leaves and flower buds (Fig. 6a), but the ALS activity of flower buds decreased more than in mature leaves after exposure because ALS enzyme was more active in such rapidly growing tissues such as flower buds. This result confirms that rapeseed is very sensitive to a sub-lethal rate of TBM, and ALS activity is inhibited by the absorbed and translocated TBM. Application of TBM also reduced the content of leaf chlorophyll and the photosynthesis rate (Fig. 6b, c). Moreover, the content of key intermediates of energy metabolism, including pyruvate (the substrate of ALS) and soluble sugar (Fig. 6d, e), also decreased within several days after treatment. In comparison to the common TBM-S genotype SP2F, the TBM-resistant mutant DS3 (TBM-R) showed higher ALS activity, and the photosynthesis rate and contents of chlorophyll, pyruvate, and soluble sugar were less affected (Fig. 6) under the TBM treatment of 1.0 μg per plant, which cannot elicit MS in TBM-R (Fig. 1). Thus, we assumed that these traits accompanying ALS inhibition, including destruction of plastids, depression of photosynthesis, and deficiency of carbohydrates, are also important physiological traits associated with the male sterility induced by the gametocide TBM. We also found that the ethylene release rate by the TBM-treated flower buds increased significantly on 3 and 5 DAT (Fig. 6f), and this suggests the possible occurrence of cell death by the ethylene signal pathway.

**Fig. 6:**
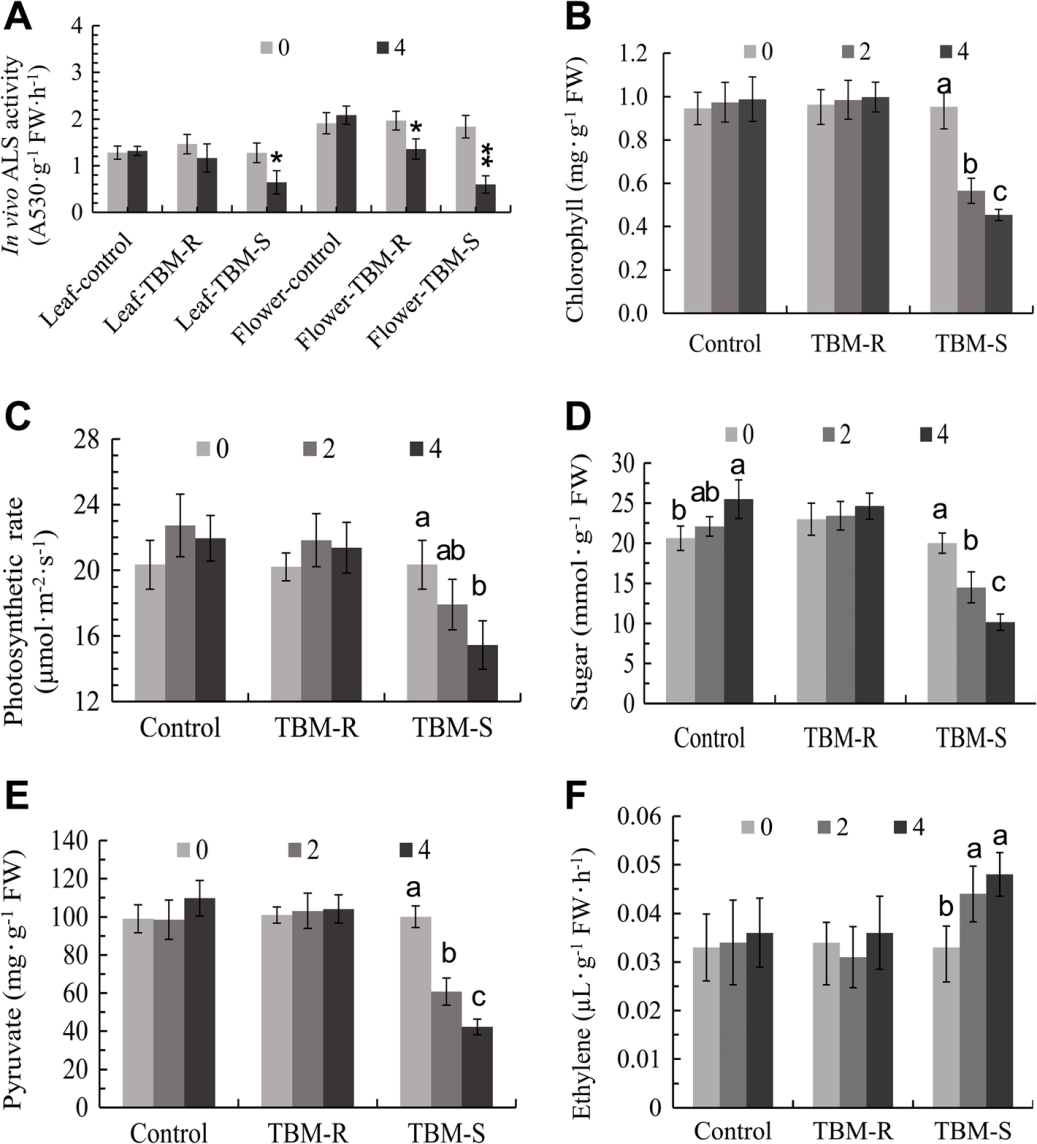
Effect of TBM on in vivo ALS activity, photosynthetic rate, the contents of leaf chlorophyll, soluble sugar, and pyruvate, and ethylene release rate in the flower buds 0, 2, and 4 days after treatment (DAT). Error bars represent the standard deviation. Note: the symbols * and ** indicate significant differences at 95 and 99% confidence levels by Student’s *t*-test, and the letters a, b, c indicate significant differences at 95%

### Analyses of differential gene expression in response to ALS-inhibiting herbicides

The clean RNA-seq reads were mapped by the Bowtie software based on *Brassica* sequences in Gene Index Databases (URL: http://compbio.dfci.harvard.edu/tgi) and NCBI databases after DGE tags profiling of two groups of cDNA libraries of young flower buds on an Illumina Solexa sequencing platform. 

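Young flower buds of rapeseed no longer than 3 mm were taken 5 days after 5 mL per plant was sprayed with TBM at 0.2 mg per L, which is 1 μg per plant, or without TBM for the control. TBM is a sulfonylurea herbicide that inhibits acetolactate synthase. Whole buds were used, so RNA of anther, pistil and perianth is mixed in each library. There were 2 libraries in each group, which the paper calls biological replicates. The paper places the plants in an experimental field, and the deposited labels place them in a greenhouse after a first period in the field. Clean reads of 36 nt were aligned by the authors with Bowtie 2.1.0 to *Brassica* unigenes. Each deposited library gives a count and a TPM for 90415 unigenes. The counts summed to 9704927 for control 1, 7942288 for control 2, 6884149 for TBM 1 and 6655559 for TBM 2. Only 22.7 to 23.9% of the counts above 0 were whole numbers, within 1e-06 plus 1e-05 times the count, so reads that match several unigenes had been divided among them. Unigenes of one gene family or of homoeologous copies therefore share reads, and their values are uncertain and not independent. The deposited TPM was the count divided by one number per library, from 9.23 to 14.51 counts per unit, with no division by transcript length.

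The deposited labels and Dataset S1 of the paper assign 2 of the 4 libraries differently. Of the copy of Dataset S1 used here, 357 transcripts were in the deposited files. The TPM of the library labelled control 1 equalled the HS1 column of Dataset S1 in 357 of 357 transcripts, within 0.0051 TPM, and that of the library labelled TBM 1 equalled the CK1 column in 357 of 357. For control 2 and CK2, and for TBM 2 and HS2, all 357 values were equal as well, so labels and Dataset S1 assign these libraries alike. Values are given below for each library under its deposited label. Which source holds the right assignment was not settled. Comparisons rest first on TBM 2 and control 2, on which both sources are alike, with 1 library on each side and so with no test. Tests are given as labelled and under the exchange, meaning with control 1 and TBM 1 exchanged as in Dataset S1, an alternative chosen after the data were seen. Values per library are CPM, the rounded count scaled to the library size after TMM normalization. The 59467 unigenes with at least 10 counts in at least 2 libraries were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The TMM factors were 1.374 for control 1, 0.954 for control 2, 0.721 for TBM 1 and 1.059 for TBM 2. Ratios between 2 single libraries, except those against a count of 0, carry exact 95% intervals that cover counting error only.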

We identified approximately ninety thousand genes for each sample. 

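Of the 90415 unigenes, 86432 had a count above 0 in control 1, 84822 in control 2, 83393 in TBM 1 and 84859 in TBM 2. With a minimum of 10 counts, the numbers were 65814, 55568, 47952 and 53846 in the same order. The library labelled control 1 was the deepest of the 4. The 10 most abundant unigenes took 1.14% of its counts, against 3.61% in control 2, 6.06% in TBM 1 and 3.45% in TBM 2.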

We normalized the tag distribution by TPM in each library, and then 363 DETs (200 upregulated and 163 downregulated; Additional file 2: dataset S1) were extracted. 

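The transcripts listed as upregulated or downregulated are here those of the copy of Dataset S1 with those found only in Table 1 or Table 2, 200 and 170 in all, so the second list is longer than the paper's own count. The transcripts that the study lists as upregulated were higher in TBM 2 than in control 2 for 187 of the 188 that could be tested, with a median log2 ratio of 3.09. Those listed as downregulated were lower in TBM 2 for 169 of 169, with a median log2 ratio of -1.48. The library labelled control 1, which Dataset S1 gives as HS1, stood on the same side of the library labelled TBM 1 for 188 of 188 and 169 of 169 transcripts, with median log2 ratios of 4.20 and -5.22. TBM 1 and control 2 lay closer together, with median log2 ratios of 0.15 and 0.77. The study chose these transcripts on the same libraries, so the tallies are not independent evidence of a direction. That holds as well for the tallies of each list below, whose members come from the same transcripts. A list is therefore not a whole gene family, and its tally covers only members the study listed.

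As labelled, edgeR called 0 unigenes higher and 0 lower under TBM at an adjusted p of 0.05 and a fold of 2. The smallest adjusted p was 0.633, and 1452 unigenes were higher and 3123 lower at an unadjusted p under 0.05. With no change at all, a share of about 0.05 of the 59467 tests would fall under that value. Counts at an unadjusted p, here and below, are therefore no evidence of change by themselves. DESeq2 also called 0, with 735 and 1575 at an unadjusted p under 0.05. Under the exchange, edgeR called 0 in either direction, with a smallest adjusted p of 0.239 and with 3316 higher and 1940 lower at an unadjusted p under 0.05. With the replicate number as a block added to that fit, edgeR called 10 higher and 0 lower, 8 of the 10 listed as upregulated, with a smallest adjusted p of 0.0402. Without the block, DESeq2 called 215 higher and 81 lower, among them 131 of the transcripts listed as upregulated and 44 of those listed as downregulated. On simulated counts for this assignment, with 200 unigenes changed among 59467, DESeq2 recovered 82 of 100 changes of 16-fold and made 88 false calls, and edgeR recovered 56 and made 9. Of 100 changes of 4-fold, DESeq2 recovered 23 and edgeR 3, and as labelled edgeR recovered 2. A count of 0 by edgeR, here and below, therefore does not show that such changes are absent. As labelled, DESeq2 made 96 false calls on simulated counts and 0 calls on the real ones. The simulated false calls thus do not carry over directly to the real counts. Single libraries decided the number of calls. A fit without 1 library leaves 1 in that group, so its spread comes from the other group alone. Under the exchange, the fits without the library labelled control 1 or without TBM 2 took theirs from control 2 and TBM 1. That pair had the highest Pearson's r across unigenes, 0.964, against 0.793 for control 1 and TBM 2. Calls of such fits, here and below, therefore cannot be read as changes. As labelled, edgeR called 1320 higher and 1534 lower when control 2 was left out, with 69 of the transcripts listed as upregulated called lower and 141 of those listed as downregulated called higher. Under the exchange, it called 3796 higher and 3843 lower without the library labelled control 1, 5126 and 5698 without TBM 2, and 0 without control 2 or without TBM 1.

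**Figure D1:**
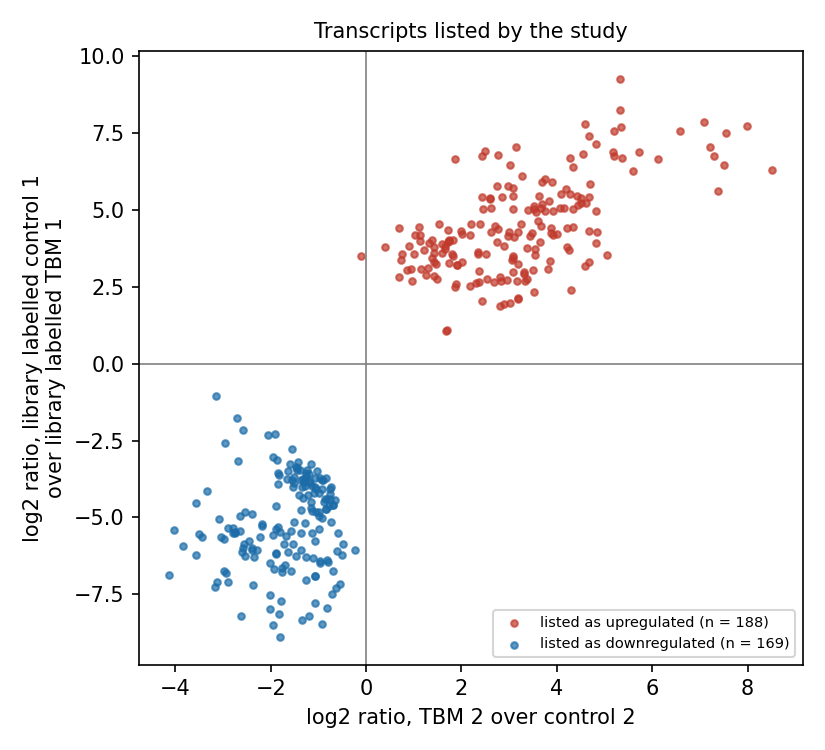
Log2 ratios of CPM, with 0.1 added, for the 188 transcripts listed as upregulated (red) and the 169 listed as downregulated (blue). The x axis gives TBM 2 over control 2 and the y axis the library labelled control 1 over the library labelled TBM 1; 187 red points lie right of 0 and all blue points lie below and left of 0.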

The top 50 up- and downregulated genes are listed in Tables 1 and 2. Some genes that were downregulated encode functionally important proteins, such as glucan endo-1,3-beta-glucosidase A6, polygalacturonase QRT3, non-specific lipid-transfer protein LTP11 and LTP12, spermidine hydroxycinnamoyl transferase (SHT), fatty acyl-CoA reductase 2 (MS2), histone-lysine N-methyltransferase ATXR6, indole-3-acetic acid-amido synthetase GH3.17, and gibberellin-regulated protein 10 (GASA10). 

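QRT3 (unigene TC185287), a polygalacturonase that acts on the pectin wall around tetrads, stood at 31.8 CPM in TBM 2 and 164 in control 2, a ratio of 0.194 (95% interval 0.167 to 0.224). It stood at 1.84 in the library labelled control 1 and 282 in that labelled TBM 1. The most abundant unigene of A6 (TC181187), a callose-degrading glucanase of the tapetum, stood at 38.7 in TBM 2 and 136 in control 2, and at 0.383 in control 1 and 227 in TBM 1. SHT (TC167903), which makes hydroxycinnamoyl spermidines of the pollen coat, gave 4.60 in TBM 2 and 11.2 in control 2, and 0.230 in control 1 and 25.8 in TBM 1. LTP11 (TC184816) gave 9.77 and 17.5 in TBM 2 and control 2, with 0.767 in control 1 and 22.8 in TBM 1. The LTP12 unigene that holds both qPCR primers (TC176577) gave 0.719 and 4.67 in TBM 2 and control 2, and the most abundant of the 17 LTP12 unigenes (TC169260) gave 9.20 and 16.4. ATXR6 (GR458917), a histone methyltransferase, gave 0.719 and 3.07 in TBM 2 and control 2, and GASA10 (TC189088) gave 10.2 and 20.3. As labelled, none passed edgeR's test, with log2 fold changes of 0.92 for QRT3 (standard error 1.76, adjusted p = 0.885) and 1.44 for SHT (standard error 1.40, adjusted p = 0.771). Their sign turned with single libraries, to -1.38 and -0.27 without TBM 1, against 6.40 and 5.94 without control 2. Under the exchange, the log2 fold change was -3.74 for QRT3 (standard error 1.32, adjusted p = 0.542 by edgeR) and -3.04 for SHT (standard error 1.16, adjusted p = 0.552 by edgeR). DESeq2's adjusted p under the exchange was 0.049 for QRT3, 0.0151 for TC176577 of LTP12, 0.41 for SHT, 0.215 for ATXR6, 0.492 for GASA10, 0.917 for LTP11, and 1 for TC181187 of A6 and TC169260 of LTP12. The 4 other A6 unigenes tested gave log2 fold changes from 0.71 to 1.65 as labelled and from -3.79 to -2.37 under the exchange. A further A6 unigene of Dataset S1 was not analysed here.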

Meanwhile, some other genes encoding autophagy-related protein ATG8a [20], 1-aminocyclopropane-1-carboxylate synthase 8 (ACS8), ethylene-responsive factor 1A (ERF1A) and RAP2-3, Detoxification 1 (DTX1), DTX6, and DTX35 (or multidrug and toxin efflux family transporter FLOWER FLAVONOID TRANSPORTER [21]), and the glutathione S-transferase family (U9, U10, U11, U12, U16, and U24) were upregulated. 

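Among transporters of the MATE family, DTX1 (FG559204) stood at 18.7 CPM in TBM 2 and 0 in control 2, 46.7-fold higher against a floor of 3 counts. Such a fold against a floor leaves out the counting error of TBM 2, so it is only a rough bound. In the library labelled control 1 it stood at 54.7, and at 0.203 in that labelled TBM 1. DTX6 (TC183183) gave 2.73 in TBM 2 and 0 in control 2, 6.82-fold higher against the same floor, with 9.43 in control 1 and 0.203 in TBM 1. DTX35 (EV194782) had 88 counts in control 1, 0 in control 2, 1 in TBM 1 and 2 in TBM 2, under the minimum for the test. ACS8 (TC166714), an enzyme of ethylene synthesis, had 64, 1, 3 and 9 counts in the same order and was likewise not tested. Glutathione S-transferases join glutathione to foreign compounds. All 7 tested unigenes that the study lists for this family were higher in TBM 2 than in control 2, and all 7 were higher in control 1 than in TBM 1. GSTU24 (TC166812) gave 22.8 in TBM 2 and 1.87 in control 2, a ratio of 12.2 (95% interval 7.08 to 22.9), and 44.4 in control 1 and 3.25 in TBM 1. GSTU10 (TC179317) gave a ratio of 23.0 (95% interval 7.52 to 114), GSTU16 (TC169779) of 9.48 and GSTU12 (TC166297) of 5.72. ATG8a (TC174947), an autophagy protein, gave 32.9 in TBM 2, 10.3 in control 2, 27.1 in control 1 and 13.0 in TBM 1. Of the 7 glutathione S-transferases, 0 were called as labelled by edgeR or DESeq2, 0 had an unadjusted p under 0.05 in edgeR's test and 0 passed when adjusted over the list alone. Under the exchange, edgeR called 0 over all unigenes and 7 higher when adjusted over the list alone, all 7 had an unadjusted p under 0.05, and DESeq2 called 6 higher. As labelled, edgeR called 2 of the 7 lower when control 2 was left out, and under the exchange all 7 higher without TBM 2 or without the library labelled control 1. For DTX1 and DTX6 under the exchange with all 4 libraries, the adjusted p was 0.324 and 0.519 by edgeR and 1.48e-05 and 0.0273 by DESeq2. The study chose the list on these samples, so neither the tallies of direction nor the counts adjusted over it are independent evidence.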

The expression of some DETs in five groups related to lipid metabolism, metabolic detoxification, photosynthesis and plastid constitution, hormone responses, cell division and growth, and cell wall construction, are shown in heatmaps (Fig. 7) by the relative level transformed from their TPM values in the four samples.

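Of 10 unigenes of lipid metabolism, 2 were higher and 8 lower in TBM 2 than in control 2, and the same numbers held for the library labelled control 1 against that labelled TBM 1. The most abundant, HTH (EV159277), gave 26.4 CPM in TBM 2, 67.0 in control 2, 0.153 in control 1 and 80.7 in TBM 1. Of 12 unigenes of chloroplast and photosynthesis, 12 were lower in TBM 2, among them psbB (TC167604), a core antenna protein of photosystem II, at 1.15 in TBM 2 and 2.00 in control 2. That ratio, 0.574 (95% interval 0.211 to 1.44), lay within counting error. Of 5 cell cycle unigenes 5 were lower in TBM 2. TSO2 (TC162577), a ribonucleotide reductase subunit, gave 10.3 in TBM 2 and 68.1 in control 2, with 13.3 in control 1 and 45.7 in TBM 1. The listed unigenes of the mitochondrial genome were lower in TBM 2 in 13 of 13 cases and those of ribosomal RNA in 4 of 4. All members of the chloroplast, cell cycle, mitochondrial genome and ribosomal RNA lists were also lower in the library labelled control 1 than in that labelled TBM 1. By the deposited labels, that pair goes the opposite way. As labelled, 0 members of these lists were called by edgeR or DESeq2, 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05 in edgeR's test. The exchange left edgeR's count at 0 over all unigenes. Adjusted over the list alone, it then called 2 of lipid metabolism higher and 7 lower, 12 of chloroplast and photosynthesis, 5 of the cell cycle and 13 of the mitochondrial genome lower, and 0 of ribosomal RNA. The same numbers had an unadjusted p under 0.05, apart from 2 of ribosomal RNA. DESeq2 called 1 higher and 5 lower in lipid metabolism, 2 lower in chloroplast and photosynthesis, 1 lower in the cell cycle, and 0 in the other 2 lists. Single libraries moved these counts. As labelled and without control 2, edgeR called 6 of lipid metabolism higher and 2 lower, and 9 of chloroplast and photosynthesis, 12 of the mitochondrial genome and 4 of ribosomal RNA higher, and 0 of the cell cycle. Under the exchange and without TBM 2, it called 2 of lipid metabolism higher and 8 lower, and 12, 13, 4 and 5 lower in the lists of chloroplast, mitochondrial genome, ribosomal RNA and cell cycle. Without the library labelled control 1 these were the same, apart from 3 of ribosomal RNA. The study picked these members on the same libraries, so neither the tallies of direction nor the counts adjusted over a list are independent evidence.

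**Figure D2:**
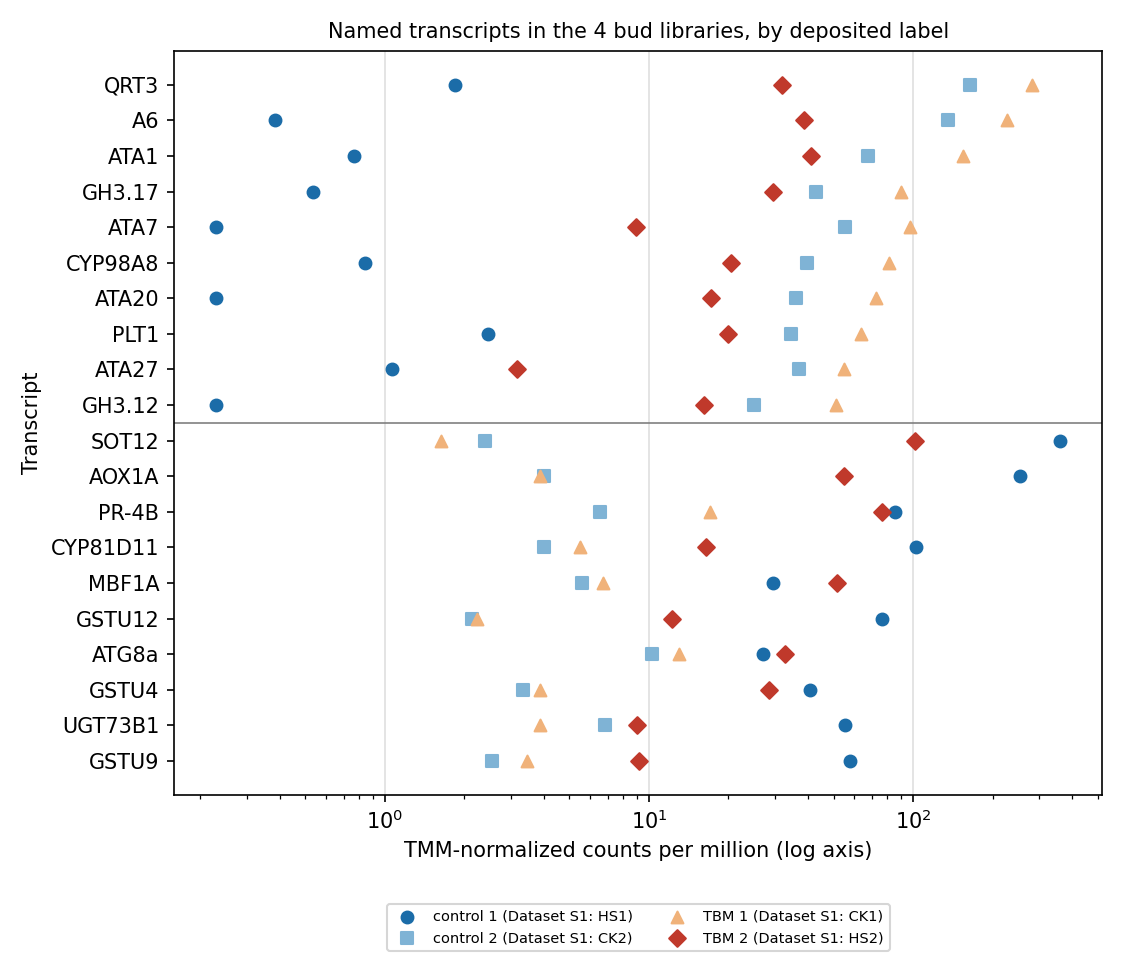
TMM-normalized CPM (log axis) of 20 named transcripts in the 4 libraries, 10 listed by the study as downregulated above the line and 10 listed as upregulated under it. Points are single libraries under their deposited labels, with the name Dataset S1 gives each; QRT3 runs from 1.84 in control 1 to 282 in TBM 1, and SOT12 from 1.63 in TBM 1 to 361 in control 1.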

**Table 1:** The top 50 genes being upregulated by TBM treatment

Accession	Fold change	Gene
FG559204	343.47	Protein DETOXIFICATION 1 (DTX1)
TC164460	245.31	Serine/threonine-protein kinase RAD53
TC161749	177.03	Cytosolic sulfotransferase 12 (SOT12)
TC161707	109.57	Cytosolic sulfotransferase 12 (SOT12)
TC173619	107.97	Protein DETOXIFICATION 1 (DTX1)
TC161747	105.69	Cytosolic sulfotransferase 12 (SOT12)
TC182645	98.67	ABC transporter C family member 3
FG567202	97.45	Cytosolic sulfotransferase 12 (SOT12)
TC168716	95.81	AAA-ATPase At2g18193
TC175294	85.64	Ethylene-responsive transcription factor ERF071
CD828147	77.54	Proline--tRNA ligase, cytoplasmic
ES950391	73.19	ABC transporter C family member 3
EE563787	66.73	Gibberellin 2-beta-dioxygenase 8
TC162388	65.15	Mitochondrial amidoxime-reducing component 1
FG562399	61.24	Ethylene-responsive transcription factor ERF071
TC183183	56.86	Protein DETOXIFICATION 6
FG558108	56.32	NAC domain-containing protein 13
EE448196	52.99	ARGOS-like protein
ES912635	52.67	UDP-glycosyltransferase 73C3
EL624524	50.21	Calcium-transporting ATPase 2, endoplasmic reticulum-type
TC169680	48.78	OPA3-like protein
EV166804	48.59	Protein SRG1
TC171321	47.96	Putative F-box protein At5g55150
TC163384	47.93	ABC transporter B family member 4
TC174670	45.16	External alternative NAD(P)H-ubiquinone oxidoreductase B4, mitochondrial
TC187508	42.47	Ethylene-responsive transcription factor CRF6
TC165449	41.90	Ubiquinol oxidase 3, mitochondrial
TC166236	41.39	UDP-glycosyltransferase 73C5
EE418574	41.02	Transcription factor bHLH130
EE418044	40.59	ABC transporter C family member 3
TC180553	39.97	AAA-ATPase At1g43910
FG565272	39.51	Putative F-box protein At5g55150
TC173139	37.31	Ubiquinol oxidase 1a, mitochondrial
EL625815	36.34	UDP-glycosyltransferase 74E2
TC161751	32.55	Cytosolic sulfotransferase 12
FG566389	31.71	UDP-glycosyltransferase 73C4
FG566278	31.50	Probable inactive poly [ADP-ribose] polymerase SRO3
TC163015	30.51	Indole glucosinolate O-methyltransferase 1
TC188325	29.03	UDP-glycosyltransferase 73C5
FG561297	27.49	Probable inactive poly [ADP-ribose] polymerase SRO3
TC166040	27.35	23.5 kDa heat shock protein, mitochondrial
FG555030	27.09	Putative F-box protein At5g55150
FG565854	26.31	23.5 kDa heat shock protein, mitochondrial
TC170537	26.20	23.5 kDa heat shock protein, mitochondrial
TC169261	25.75	23.5 kDa heat shock protein, mitochondrial
EL625065	24.36	NAC domain-containing protein 13
FG565138	24.18	Putative F-box protein At5g55150
GT074119	24.09	Glutathione S-transferase U12
TC162725	23.85	3-hydroxybenzoate 6-hydroxylase 1
ES988886	23.74	NAC domain-containing protein 13

**Table 2:** The top 50 genes being downregulated by TBM treatment

Accession	Fold change	Gene
EV148555	0.02	Beta-glucosidase 20
TC171681	0.02	Spermidine coumaroyl-CoA acyltransferase
TC164539	0.03	Aquaporin NIP3-1
TC167983	0.05	Beta-glucosidase 20
TC164121	0.05	3-ketoacyl-CoA synthase 15 (KCS15)
TC168401	0.05	Dehydrodolichyl diphosphate synthase 8
TC165695	0.05	Glycine-rich domain-containing protein 2
TC168189	0.05	Glycine-rich domain-containing protein 2
TC176577	0.06	Non-specific lipid-transfer protein 12 (LTP12)
TC168556	0.06	NAC transcription factor 25
TC179510	0.06	Protein *Arabidopsis thaliana* ANTHER 7 (ATA7, Non-specific lipid transfer protein Y.4, At4g28395)
TC165412	0.07	NADP-dependent alkenal double bond reductase P2
TC182788	0.07	Pathogenesis-related protein 5
TC175212	0.07	Spermidine hydroxycinnamoyl transferase
TC169918	0.07	Pathogenesis-related protein 5
TC169758	0.07	Protein HOTHEAD
CD844791	0.07	Putative cysteine-rich repeat secretory protein 17
TC185287	0.07	Polygalacturonase QRT3
TC164597	0.07	Protein COLD-REGULATED 15B, chloroplastic
TC171850	0.08	Probable glucan endo-1,3-beta-glucosidase A6
TC170042	0.08	Probable glucan endo-1,3-beta-glucosidase A6
TC171825	0.08	Non-specific lipid-transfer protein 12
TC173579	0.09	Probable aquaporin NIP7-1
CX190056	0.09	Putative caffeoyl-CoA O-methyltransferase At1g67980
TC169354	0.10	Chalcone synthase 3
TC181187	0.11	Probable glucan endo-1,3-beta-glucosidase A6
TC188816	0.12	Uncharacterized methyltransferase At2g41040, chloroplastic
CX187614	0.12	Probable glucan endo-1,3-beta-glucosidase A6
TC161683	0.12	Chalcone synthase 3
TC163850	0.13	Chalcone synthase 3
TC182159	0.13	Non-specific lipid-transfer protein 12 (LTP12)
TC167903	0.13	Spermidine hydroxycinnamoyl transferase (SHT)
TC185638	0.13	Protein ASPARTIC PROTEASE IN GUARD CELL 1
EV085358	0.14	Dirigent protein 13
EV067241	0.14	Nicotinate phosphoribosyltransferase 1
EV008854	0.14	Probable 6-phosphogluconolactonase 3
CX193525	0.15	Non-specific lipid-transfer protein 12 (LTP12)
TC183728	0.15	Non-specific lipid-transfer protein 12 (LTP12)
TC169260	0.15	Non-specific lipid-transfer protein 12 (LTP12)
EV080638	0.15	Chitinase-like protein 1
TC163412	0.15	Protein DMR6-LIKE OXYGENASE 2
EV087087	0.16	Dirigent protein 12
CX195232	0.16	Uncharacterized protein PF11_0207
TC165145	0.16	Putative caffeoyl-CoA O-methyltransferase At1g67980
TC177265	0.17	NADPH-dependent 1-acyldihydroxyacetone phosphate reductase
CX195872	0.17	Non-specific lipid-transfer protein 12 (LTP12)
TC184478	0.17	Putative dual specificity protein phosphatase DSP8
TC168738	0.17	Cytochrome P450 98A8
TC189006	0.17	Gibberellin-regulated protein 10
EV073392	0.17	L-ascorbate peroxidase 1, cytosolic

**Fig. 7:**
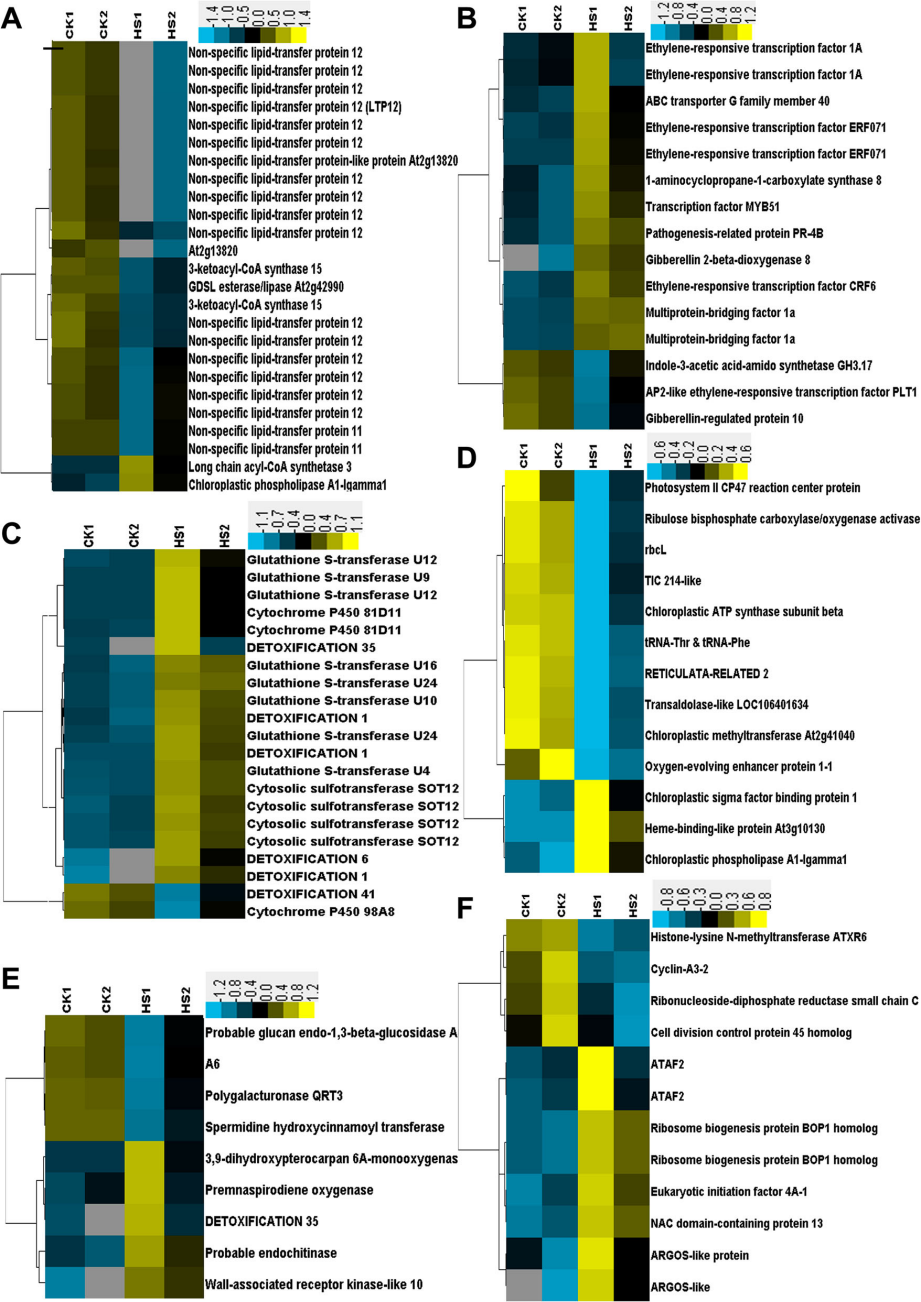
Heatmaps of log-transformed expression level of five groups of selected DETs in the samples. Samples HS1 and HS2 represent the replicates of the TBM treatment and samples CK1 and CK2 represent the replicates of the control. **a** Group of lipid metabolism. **b** Group of hormone response. **c** Group of metabolic detoxification. **d** Group of chloroplast components. **e** Group of cell wall formation. **f** Group of cell division and growth. The detailed gene information is listed in Additional file 2: Dataset S1

We attempted to match all these DETs to GO terms, and the GOs were enriched by the BiNGO program (Fig. 8). The top 50 up- and downregulated GOs are listed in Tables 3 and 4. It was shown by the genetic network that the main groups of GO terms, including the response to chemical and hormone stimulus (response to stress), developmental processes (pollen wall and pollen exine formation), lipid metabolism, and the cellular amino acid derivative biosynthesis process were significantly influenced by the TBM treatment. As in the amidosulfuron treatment [10], the expression level of the genes in the pathway of BCAAs synthesis via the ALS enzyme showed no obvious change. Interestingly, the genes matching GO:0009693 (ethylene biosynthetic process), including 1-aminocyclopropane1-carboxylate synthase 8 and GO:0009723 (response to ethylene stimulus) multiprotein-bridging factor 1a, ethylene-responsive factor *CRF6* and *ERF071*, and ethylene-responsive transcription factor *RAP2-3*, were upregulated. 

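Among ethylene-related transcripts, CRF6 (TC187508), an ethylene-responsive factor, gave 7.04 CPM in TBM 2 and 0.267 in control 2, a ratio of 26.4 (95% interval 6.92 to 224). It gave 13.8 in the library labelled control 1 and 0.203 in that labelled TBM 1. ERF071 (TC175294) gave 3.16 in TBM 2 and 0.267 in control 2, a ratio of 11.8 (95% interval 2.91 to 104), and 39.4 in control 1 and 0.203 in TBM 1. MBF1A (TC174003), a transcriptional coactivator, gave 51.7 in TBM 2, 5.60 in control 2, 29.5 in control 1 and 6.71 in TBM 1. RAP2-3 (TC163752) gave 4.02 in TBM 2, 0.667 in control 2, 3.60 in control 1 and 0.813 in TBM 1. Of 7 tested ethylene unigenes, 7 were higher in TBM 2 than in control 2 and 7 were higher in control 1 than in TBM 1. Neither edgeR, with a smallest adjusted p of 0.635, nor DESeq2 called any of them as labelled, 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05 in edgeR's test. Under the exchange, the log2 fold change of CRF6 was 5.36 (standard error 0.63, adjusted p = 0.300 by edgeR and 0.000264 by DESeq2). Of the 7, edgeR then called 0 over all unigenes and 7 when adjusted over the list alone, 7 had an unadjusted p under 0.05, and DESeq2 called 5. As labelled, edgeR called 2 lower when control 2 was left out, and under the exchange 7 higher without TBM 2 or without the library labelled control 1. The study chose the list on these samples, so neither the tallies of direction nor the count adjusted over the list alone are independent evidence.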

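GH3.12 (TC168957), a 4-substituted benzoates-glutamate ligase, gave 16.2 CPM in TBM 2 and 25.0 in control 2, a ratio of 0.651 (95% interval 0.511 to 0.826). It gave 0.230 in the library labelled control 1 and 51.2 in that labelled TBM 1. GH3.17 (TC166277), which joins auxin to amino acids, gave 29.5 in TBM 2 and 43.1 in control 2, a ratio of 0.683 (95% interval 0.571 to 0.817), and 0.537 in control 1 and 90.3 in TBM 1. PLT1 (ES956821), an AP2-like transcription factor, gave 20.0 in TBM 2, 34.6 in control 2, 2.45 in control 1 and 63.4 in TBM 1. As labelled, the log2 fold changes were 1.44 for GH3.12 (adjusted p = 0.784 by edgeR), 1.46 for GH3.17 (adjusted p = 0.783 by edgeR) and 1.18 for PLT1 (adjusted p = 0.767 by edgeR). Single libraries moved their size, to 0.39, 0.44 and 0.12 without TBM 1 and to 7.10, 6.76 and 4.07 without control 2. Under the exchange with all 4 libraries, the log2 fold changes were -2.25, -2.17 and -2.15, with adjusted p of 0.670, 0.683 and 0.581 by edgeR and of 1, 1 and 0.738 by DESeq2.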

Meanwhile, the gene 4-substituted benzoates-glutamate ligase *GH3.12* in GO:0009733 (response to auxin stimulus), indole-3-acetic acid-amido synthetase *GH3.17* of GO:0009734 (auxin-activated signalling pathway), and AP2-like ethylene-responsive transcription factor *PLT1* in GO:0009873 (ethylene-activated signalling pathway) were downregulated. The effect on the ethylene biosynthetic process and mediated signalling pathway was supported by an elevated ethylene release rate in Fig. 6f.

**Fig. 8:**
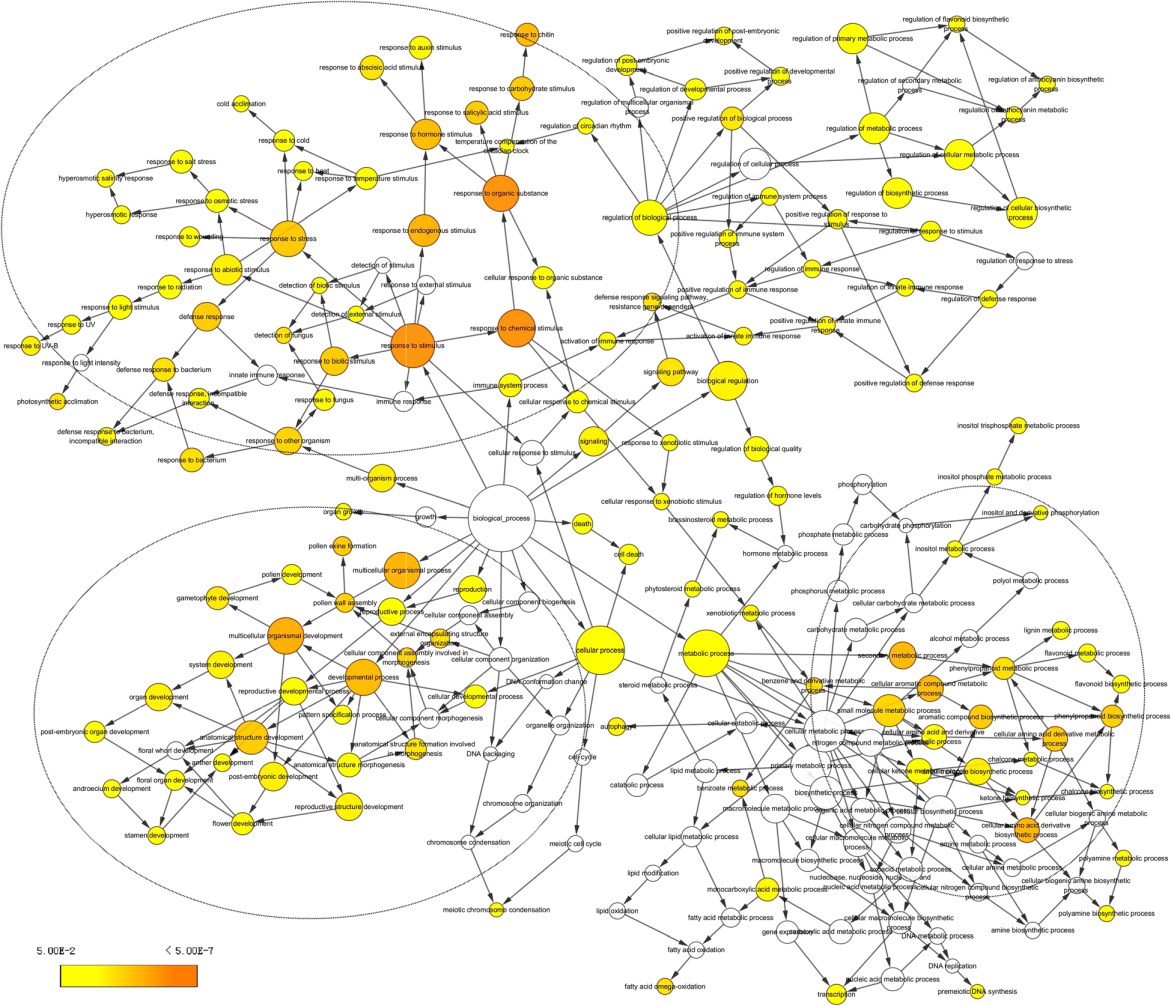
Genetic network of biological processes that were enriched based on the differentially expressed transcripts in the TBM-treated flower transcriptome. Yellow color in a node indicated the significant level

**Table 3:** The top 50 GO terms being upregulated by TBM

GO ID	GO_term	S gene number	B gene number	P value of Fisher’s Exact Test
GO:0016131	Brassinosteroid metabolic process	11	18	1.06E-18
GO:0008194	UDP-glycosyltransferase activity	25	142	2.22E-16
GO:0010200	Response to chitin	27	326	4.44E-16
GO:0035251	UDP-glucosyltransferase activity	13	49	5.55E-16
GO:0080118	Brassinosteroid sulfotransferase activity	7	7	5.34E-15
GO:0050502	Cis-zeatin O-beta-D-glucosyltransferase activity	7	11	1.71E-12
GO:0050403	Trans-zeatin O-beta-D-glucosyltransferase activity	7	11	1.71E-12
GO:0009407	Toxin catabolic process	12	89	3.99E-11
GO:0010290	Chlorophyll catabolite transmembrane transporter activity	5	5	6.46E-11
GO:0015431	Glutathione S-conjugate-exporting ATPase activity	5	5	6.46E-11
GO:0052638	Indole-3-butyrate beta-glucosyltransferase activity	5	5	6.46E-11
GO:0071475	Cellular hyperosmotic salinity response	5	5	6.46E-11
GO:0004364	Glutathione transferase activity	12	96	9.91E-11
GO:0016758	Transferase activity, transferring hexosyl groups	13	127	2.10E-10
GO:0009916	Alternative oxidase activity	6	11	2.61E-10
GO:0080043	Quercetin 3-O-glucosyltransferase activity	8	33	5.49E-10
GO:0080044	Quercetin 7-O-glucosyltransferase activity	7	22	8.08E-10
GO:0008146	Sulfotransferase activity	7	23	1.15E-09
GO:0004497	Monooxygenase activity	16	256	2.73E-09
GO:0070370	Cellular heat acclimation	6	16	4.35E-09
GO:0046527	Glucosyltransferase activity	4	4	7.08E-09
GO:0070301	Cellular response to hydrogen peroxide	5	10	1.57E-08
GO:0009408	Response to heat	19	424	2.12E-08
GO:0034605	Cellular response to heat	6	21	2.84E-08
GO:0016757	Transferase activity, transferring glycosyl groups	20	488	3.93E-08
GO:0010016	Shoot morphogenesis	5	12	4.85E-08
GO:0080024	Indolebutyric acid metabolic process	5	13	7.82E-08
GO:0031930	Mitochondria-nucleus signaling pathway	4	6	1.05E-07
GO:0042626	ATPase activity, coupled to transmembrane movement of substances	11	148	1.47E-07
GO:0009061	Anaerobic respiration	4	7	2.42E-07
GO:0050832	Defense response to fungus	15	332	5.86E-07
GO:0010294	Abscisic acid glucosyltransferase activity	5	19	6.75E-07
GO:0051238	Sequestering of metal ion	3	3	7.75E-07
GO:0010508	Positive regulation of autophagy	4	10	1.42E-06
GO:0080046	Quercetin 4′-O-glucosyltransferase activity	5	22	1.50E-06
GO:0080167	Response to karrikin	13	268	1.51E-06
GO:0006979	Response to oxidative stress	16	441	4.29E-06
GO:0043424	Protein histidine kinase binding	6	51	7.46E-06
GO:0003700	Sequence-specific DNA binding transcription factor activity	47	2586	8.09E-06
GO:0009751	Response to salicylic acid stimulus	13	330	1.43E-05
GO:0009414	Response to water deprivation	16	487	1.47E-05
GO:0045333	Cellular respiration	4	17	1.53E-05
GO:0003950	NAD+ ADP-ribosyltransferase activity	4	18	1.96E-05
GO:0007275	Multicellular organismal development	10	210	2.85E-05
GO:0010120	Camalexin biosynthetic process	4	20	3.05E-05
GO:0070825	Micropyle	3	8	4.19E-05
GO:0009651	Response to salt stress	23	1008	7.63E-05
GO:0010224	Response to UV-B	7	113	8.91E-05
GO:0051707	Response to other organism	6	79	9.27E-05
GO:0042631	Cellular response to water deprivation	5	53	0.00012887

Note: There are 437 significant genes in the total 47,474 upregulated genes. 

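As labelled, 21389 unigenes had a higher mean TPM under TBM and 68514 a lower one, and 512 had exactly equal means. Under the exchange, 64249 were higher and 25768 lower. With counts rescaled by the median ratio, which centres the ratios of the unigenes and so gives a near-even split by construction, 44533 were higher and 44103 lower as labelled. The rescaled split was not computed under the exchange.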

S and B gene meant the number of significant genes and the tested gene in a certain pathway, respectively

**Table 4:** The top 50 GO terms being downregulated by TBM

GO Id	GO_term	S gene number	B gene number	P value of Fisher’s Exact Test
GO:0008289	Lipid binding	32	384	0
GO:0006869	Lipid transport	27	388	0
GO:0009505	Plant-type cell wall	28	655	3.87E-14
GO:0009715	Chalcone biosynthetic process	7	16	8.68E-12
GO:0009629	Response to gravity	7	16	8.68E-12
GO:0016210	Naringenin-chalcone synthase activity	7	16	8.68E-12
GO:0016298	Lipase activity	10	63	2.37E-11
GO:0031540	Regulation of anthocyanin biosynthetic process	7	24	2.50E-10
GO:0043169	Cation binding	13	192	1.34E-09
GO:0016788	Hydrolase activity, acting on ester bonds	12	181	7.36E-09
GO:0009813	Flavonoid biosynthetic process	8	58	7.79E-09
GO:0016747	Transferase activity, transferring acyl groups other than amino-acyl groups	11	166	3.15E-08
GO:0016746	Transferase activity, transferring acyl groups	9	107	7.41E-08
GO:0006629	Lipid metabolic process	13	278	1.09E-07
GO:0019953	Sexual reproduction	6	39	3.12E-07
GO:0080088	Spermidine hydroxycinnamate conjugate biosynthetic process	3	3	3.46E-07
GO:0080074	Spermidine:caffeoyl COA N-acyltransferase activity	3	3	3.46E-07
GO:0016410	N-acyltransferase activity	3	3	3.46E-07
GO:0080075	Spermidine:feruloyl COA N-acyltransferase activity	3	3	3.46E-07
GO:0080073	Spermidine:coumaroyl COA N-acyltransferase activity	3	3	3.46E-07
GO:0019915	Lipid storage	6	48	1.11E-06
GO:0080072	Spermidine:sinapoyl COA N-acyltransferase activity	3	4	1.38E-06
GO:0050734	Hydroxycinnamoyl transferase activity	3	4	1.38E-06
GO:0009859	Pollen hydration	4	13	1.64E-06
GO:0004869	Cysteine-type endopeptidase inhibitor activity	5	33	3.39E-06
GO:0009926	Auxin polar transport	7	90	3.63E-06
GO:0010584	Pollen exine formation	6	60	4.22E-06
GO:0004553	Hydrolase activity, hydrolyzing O-glycosyl compounds	13	392	5.09E-06
GO:0010224	Response to UV-B	7	101	7.83E-06
GO:0005788	Endoplasmic reticulum lumen	5	41	1.02E-05
GO:0008610	Lipid biosynthetic process	5	42	1.15E-05
GO:0009705	Plant-type vacuole membrane	8	149	1.16E-05
GO:0009733	Response to auxin stimulus	12	376	1.72E-05
GO:0042409	Caffeoyl-COA O-methyltransferase activity	3	10	4.00E-05
GO:0005576	Extracellular region	7	142	7.08E-05
GO:0003824	Catalytic activity	26	1598	7.46E-05
GO:0031012	Extracellular matrix	4	34	9.47E-05
GO:0005199	Structural constituent of cell wall	3	15	0.000148
GO:0005975	Carbohydrate metabolic process	14	625	0.000162
GO:0016706	Oxidoreductase activity, acting on paired donors	4	42	0.000219
GO:0005506	Iron ion binding	7	175	0.000259
GO:0016832	Aldehyde-lyase activity	3	19	0.000308
GO:0016614	Oxidoreductase activity, acting on CH-OH group of donors	3	22	0.000483
GO:0016765	Transferase activity, transferring alkyl or aryl (other than methyl) groups	2	6	0.000728
GO:0006979	Response to oxidative stress	11	504	0.000992
GO:0009753	Response to jasmonic acid stimulus	8	295	0.001253
GO:0009821	Alkaloid biosynthetic process	3	35	0.001917
GO:0016844	Strictosidine synthase activity	3	38	0.002433
GO:0016491	Oxidoreductase activity	12	663	0.002847

Note: There are 290 significant genes in the 41,162 downregulated genes

We further showed the possible protein-protein interactions among the DETs by a network produced by STRING. The derived interaction network (Fig. 9) involved 147 proteins, and it could be further divided into several groups. The first group is comprised of 18 proteins, which are all involved in lipid and pollen exine formation. The important members among them include glucanase A6 (MEE48), polygalacturonase QRT3, anther-specific protein ATA7, ATA20 and ATA27, short-chain dehydrogenase reductase tapetum 1 (ATA1), 3-Ketoacyl-CoA synthase 15 (KCS15), Type III polyketide synthase C (At4g00040), non-specific lipid-transfer protein 12 (LTP12), spermidine hydroxycinnamoyl transferase (SHT), aquaporin NIP7-1 (NIP7;1), glycine-rich domain-containing protein 2 (GRDP2/At4g37900, involved in development and stress responses [22]), and cytochrome P450 98A8. 

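Of 46 tested unigenes of the pollen wall and tapetum, 46 were lower in TBM 2 than in control 2, with a median log2 ratio of -2.21, and 46 were lower in the library labelled control 1 than in that labelled TBM 1, with a median of -6.19. ATA27 (TC167983), an anther-specific protein, gave 3.16 CPM in TBM 2 and 37.0 in control 2, a ratio of 0.0855 (95% interval 0.0527 to 0.132), with 1.07 in control 1 and 54.7 in TBM 1. ATA7 (TC179510), another anther-specific protein, gave 8.91 in TBM 2, 55.1 in control 2, 0.230 in control 1 and 97.6 in TBM 1. KCS15 (TC164121) gave 0.431 in TBM 2, 3.87 in control 2, 0.0767 in control 1 and 7.12 in TBM 1. SCT (TC171681), a spermidine acyltransferase, gave 0.287 in TBM 2 and 5.47 in control 2. NIP7-1 (TC173579), an aquaporin of the tapetum, gave 6.90 and 28.4, GRDP2 (TC165695) gave 1.44 and 11.7, and ATA1 (TC168318) gave 41.0 and 67.3 in TBM 2 and control 2. The ratio of TBM 2 to control 2 was 0.436 for PKSC (CX193654), 0.477 for ATA20 (TC167480) and 0.513 for CYP98A8 (TC168738). Of the 46, edgeR called 0 as labelled, with a smallest adjusted p of 0.695, DESeq2 called 0, 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05. Under the exchange, edgeR called 0 over all unigenes and 31 lower when adjusted over the list alone, 34 had an unadjusted p under 0.05, and DESeq2 called 23 lower. Single libraries decided these counts, with 41 called higher by edgeR as labelled without control 2, and under the exchange 46 called lower without TBM 2 and 45 without the library labelled control 1. The study chose the list on these samples, so neither the tallies of direction nor the count adjusted over it are independent evidence. For ATA27 the exchange gave a log2 fold change of -4.49 (standard error 0.60, adjusted p = 0.343 by edgeR and 1.95e-07 by DESeq2).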

The second group is about defence response and signalling, consisting of cytosolic sulfotransferase (SOT) 12, detoxification DTX1, UDP-glucosyl transferase UGT73B1, UGT73B3 and UGT73B5, PHYTOCYSTATIN 2 (CYS2), sigma factor binding protein SIB1, cysteine-rich receptor-like protein kinase CRK5, pathogenesis-related protein PR-4B, 2-Alkenal reductase AT5G16990, glutathione S-transferase (GST) GSTU4, and GSTU9, detoxifying efflux carrier DTX35, and transcription factor MYB51. 

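SOT12 (TC161707), a cytosolic sulfotransferase, gave 102 CPM in TBM 2 and 2.40 in control 2, a ratio of 42.6 (95% interval 26.8 to 72.3). It gave 361 in the library labelled control 1 and 1.63 in that labelled TBM 1. PR-4B (TC187972), a pathogenesis-related protein, gave 76.5 in TBM 2, 6.54 in control 2, 85.4 in control 1 and 17.1 in TBM 1. MYB51 (TC174526), a transcription factor, gave 7.04 in TBM 2, 0.534 in control 2, 17.3 in control 1 and 2.03 in TBM 1. In TBM 2 and control 2, SIB1 (TC171239) gave 7.19 and 3.20, UGT73B5 (DY001570) gave 2.30 and 0.801, GSTU4 (TC171652) gave 28.6 and 3.34, and GSTU9 (TC171760) gave 9.20 and 2.54. UGT73B1 (TC180105) gave 9.05 in TBM 2 and 6.81 in control 2, a ratio of 1.33 (95% interval 0.905 to 1.96) within counting error, with 55.2 in control 1 and 3.86 in TBM 1. As labelled, the log2 fold change of SOT12 was -1.80 (standard error 2.17, adjusted p = 0.811 by edgeR). Under the exchange, it was 6.82 (standard error 0.93, adjusted p = 0.346 by edgeR and 1.24e-14 by DESeq2). Of 9 unigenes of the defence list, 7 were higher and 2 lower in TBM 2, a tally on libraries the study used to choose them and so not independent evidence. For this list edgeR and DESeq2 called 0 as labelled, 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05 in edgeR's test. Under the exchange, edgeR called 0 over all unigenes and 7 higher and 2 lower when adjusted over the list alone, which the study chose on these samples and which is not independent evidence. All 9 then had an unadjusted p under 0.05, and DESeq2 called 4 higher and 2 lower. When control 2 was left out as labelled, edgeR called 2 of them higher and 4 lower, and under the exchange 7 higher and 2 lower without TBM 2, and 6 and 2 without the library labelled control 1.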

The third group mainly includes hormone-related pathways, including fibberellin-regulated protein 10, GH3.12, indole-3-acetic acid-amido synthetase GH3.17, 1-Aminocyclopropane-1-carboxylate synthase 8 (ACS8), ethylene-responsive ERF1, ERF071, RAP2-3, CRF6, and multiprotein-bridging factor 1a. Ethylene response factors comprise a large family of transcription factors that regulate numerous biological processes, including growth, development, and response to environmental stresses. It was shown that some other proteins may also play important roles in this regulation network, for example, CCOMAT, TT4, C4H, TT12, CYP86B1, and LACS3 among the pathway of flavonoid metabolism. These abnormal transcriptional regulations are in accordance with the functional abnormalities of pollen wall formation, lipid metabolism, plastid structure, and tissue autophagy mentioned above.

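Of 15 unigenes of flavonoid and phenylpropanoid metabolism, 14 were lower in TBM 2 than in control 2 and 1 was higher, and the same split held for the library labelled control 1 against that labelled TBM 1. The members were chosen on these libraries, so neither split is independent evidence. The most abundant chalcone synthase unigene (CHS or TT4, TC163850) gave 6.61 CPM in TBM 2 and 24.7 in control 2, a ratio of 0.268 (95% interval 0.189 to 0.372), with 0.690 in control 1 and 32.5 in TBM 1. A caffeoyl-CoA O-methyltransferase-like unigene (TC165145) gave 8.48 in TBM 2, 20.6 in control 2, 0.153 in control 1 and 32.7 in TBM 1. C4H (ES912972), an enzyme early in the phenylpropanoid pathway, gave 6.75 in TBM 2, 1.73 in control 2, 21.3 in control 1 and 2.24 in TBM 1. The ratio of TBM 2 to control 2 was 0.521 for DTX41 (TT12, EL628494) and 3.23 for LACS3 (CX193208), a long-chain acyl-CoA synthetase. As labelled, edgeR and DESeq2 called 0 of the 15, 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05 in edgeR's test. Exchanging the 2 libraries left 0 over all unigenes by edgeR and gave 1 higher and 10 lower when adjusted over the list alone, with 1 and 12 at an unadjusted p under 0.05 and 0 and 3 called by DESeq2. With control 2 left out as labelled, edgeR called 13 higher and 1 lower, and under the exchange 1 higher and 14 lower without TBM 2 or without the library labelled control 1. The study chose the list on these samples, so the count adjusted over it is not independent evidence.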

**Fig. 9:**
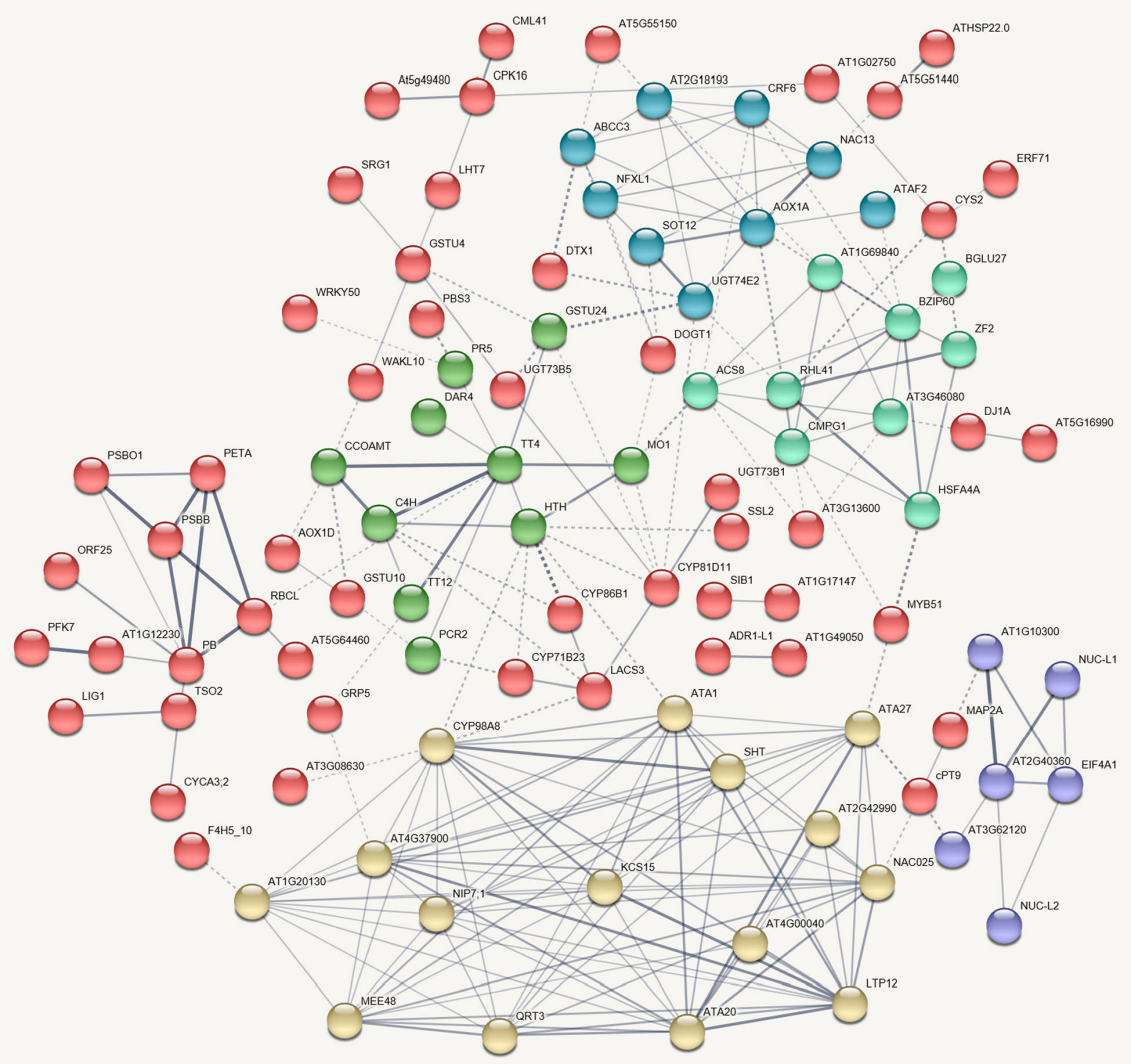
All known and predicted protein-protein association analyses based on STRING Arabidopsis genes homologous to the differentially expressed transcripts. Six groups of proteins are presented by their nodes in different colours. Thickness of edge showed different confidence levels: low (0.15), medium (0.40), high (0.70), or highest (0.90). The details of these proteins can be found in Additional file 3: Table S2

### Expression analysis of *ALS* and other important genes detected by real-time PCR

The expression levels of *ALS1* and *ALS3*, represented by a fold change among the treatment and control in qPCR, were not severely affected in the TBM-treated plants (Fig. 10), except that *ALS1* was only slightly elevated in small buds. This result meant that sub-lethal TBM exposure did not greatly perturb the *ALS* expression, although the enzyme activity was obviously inhibited. The other 16 interesting DETs (Fig. 10**)** were also chosen for qPCR analysis. The results showed that, in the small buds and medium buds, the up/down regulation of the selected DETs were in line with their TPM values in RNA-seq data (Fig. 10). Two genes that encode glucanase A6, and QRT3, which play important roles in microspore release from tetrads, were downregulated. In the small flower buds of the treated plants, non-specific lipid-transfer protein LTP12 and LtpY.4/anther protein ATA7, which were predominantly expressed at the early stage of anther development [23], GDSL-like lipase AT1G20130, spermidine coumaroyl-CoA acyltransferase (SCT), and chloroplastic psbB were also downregulated. Histone-lysine N-methyltransferase ATXR6, which may act as a positive regulator of the G1-S transition in the cell cycle, was inhibited in the TBM treatment. All eight tested genes related to chemical stimulus, stress response, ethylene signal, and autophagy, including *SOT12, DTX1, GSTU24, AOX1A, AOX3, PAP2-3, ACS8, ERF071,* and *ATG8a*, were greatly activated by the TBM treatment. Unfortunately, we did not analyse anther and pistil separately, so we do not know which genes are expressed anther-specifically.

**Fig. 10:**
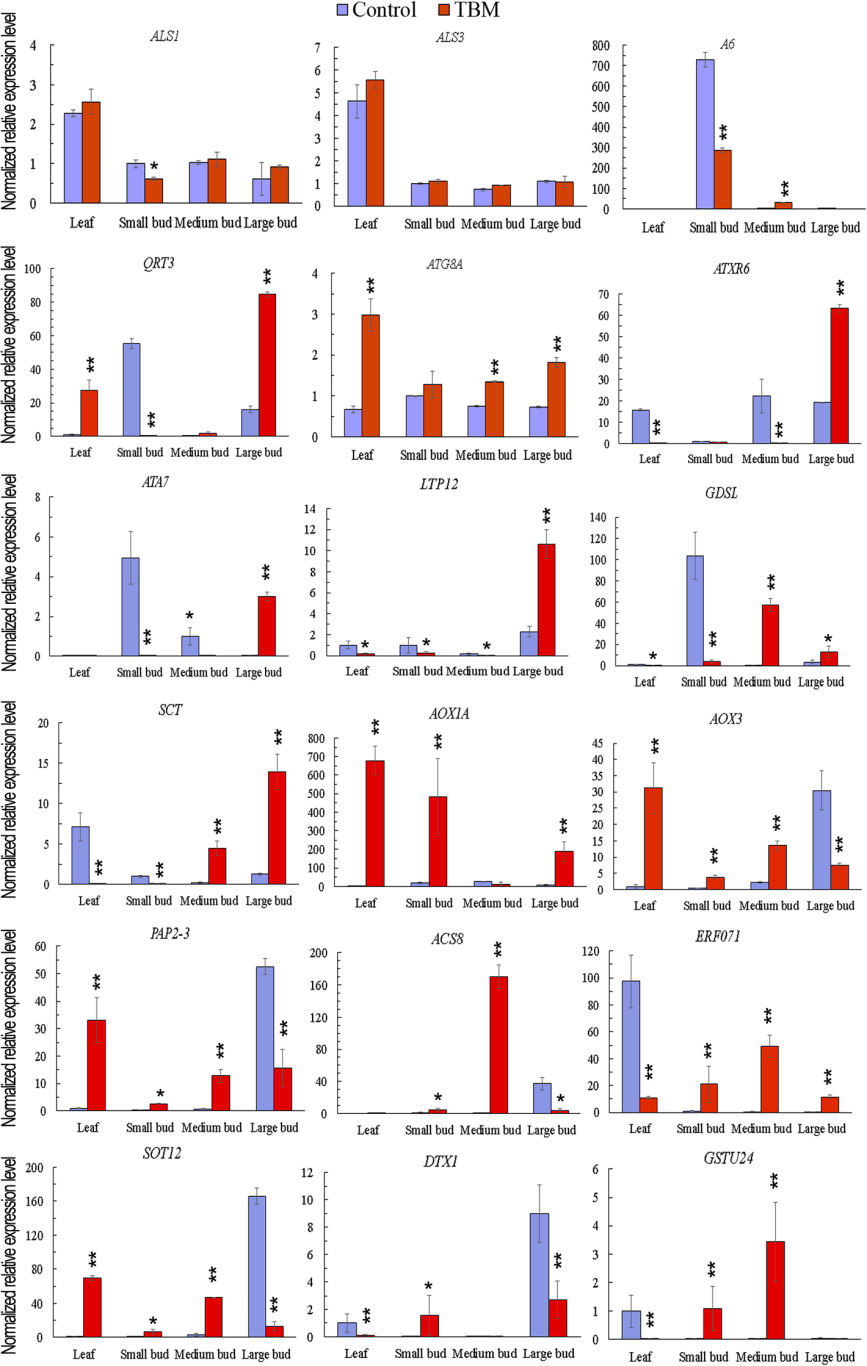
Relative gene expression in the indicated tissues of *ALS* genes and 16 differentially expressed transcripts. The y-axes represent the relative gene expression level, which is the −2^ΔCt^ value of qPCR compared to the internal control gene *BnActin7*. Note: * and ** indicate significant differences at the 95 and 99% confidence levels by Student’s *t*-test. Error bars represent the standard deviation

## Discussion

### Inhibition of ALS activity is necessary but not enough for TBM to induce MS

It is well known that CIMS involves multiple metabolic pathways, but which metabolic pathway plays a key role is hard to determine. It seemed that TBM would become the first gametocide whose plant target enzyme and key biological pathways had been revealed because previous studies had produced extensive knowledge about ALS-inhibiting herbicides. ALS is the direct target of various SU and imidazolinone herbicides, including TBM [1, 2]. In the present study, even trace amounts of TBM can obviously depress the ALS activity of rapeseed plants. The ALS activity, and other symptoms such as chlorophyll and photosynthesis, was not affected in the TBM-resistant genotype TBM-R. In another study, the transgenic expression of SU-resistant mutant *csr1-1D* could reverse the male sterile phenotype induced by TBM in both rapeseed and Arabidopsis [17]. Therefore, the inhibition of ALS activity seemed to be a precondition for TBM and other SU gametocides to induce plant MS.

However, ALS did not seem to be the only site that affected the capability of SU gametocides because we found that triazolopyrimidine and pyrimidinylthiobenzoate herbicides did not cause rapeseed male sterility, though they also inhibited the activity of the ALS enzyme and plant growth [5]. Thus, the inhibition of ALS activity is not a guaranty of plant MS. Resistance to ALS inhibitors appears complex and involves a set of unknown non-target-site resistance loci from different chemical families [24]. Except for ALS enzymes, metabolic detoxification mediated by cytochrome P450-monooxygenase [25] and GST conjugation [26], metabolic replenishment via a regulatory protein kinase general control non-derepressible-2 (GCN2) [18, 27], and amino acid recycle via protein turn-over [10] may also contribute to the biological tolerance of SU herbicides. GCN2 conferring amino acid balance and BCAA recycle caused by autophagy were activated by TBM-induced BCAA starvation and independently contributed to TBM tolerance in plants [18]. Arabidopsis *gcn2* mutant also showed a lower inhibition of photosynthesis by glyphosate [28]*.* Duhoux et al., [29] found that four genes, including two cytochromes P450, one glycosyl-transferase and one *GST*, were non-target-site resistance markers, whose combined expression levels could reliably identify resistant plants in ryegrass. In the present study, the TBM treatment also resulted in autophagy in the tapetal cells and microspores, letting them degrade quickly at early development stages, as amidosulfuron did [10]. Detoxification was also suggested by the elevated expression of dozens of genes encoding the proteins of Detoxification 1, Cytochrome P450, and the GST family. Therefore, the results of our present study suggest that except for the ALS enzyme and BCAA biosynthesis, some new metabolic pathways need to be studied to address the cause of phytotoxicity, including the MS phenotype.

### Metabolic detoxification response to TBM exposure

It was found that IM-treated *Arabidopsis* expressed detoxification genes at early time points that encode steroid SOT, 1-aminocyclopropane-1-carboxylic acid oxidase, glycosyltransferase, GST, cytochrome P450, ATP-binding cassette (ABC) transporter, multidrug and toxin extrusion (MATE) and alternative oxidase (AOX) protein families [14]. Some new genes implicated in detoxification, including *SOT12*, *At2g41730* and several components of alternative respiratory pathway, MATE transporter *DTX4*, *DTX3* and *DTX1*, were revealed [14].

Similarly, we found that the expression of some detoxification and defence-related genes, for example, drug metabolism by the cytochrome P450 family, SOT12, and alternative oxidase AOX1A and AOX3, were also induced by TBM. 

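AOX1A (TC173139), an alternative oxidase of mitochondria, gave 55.0 CPM in TBM 2 and 4.00 in control 2, a ratio of 13.7 (95% interval 9.47 to 20.7). It gave 254 in the library labelled control 1 and 3.86 in that labelled TBM 1. AOX3 (TC165449) gave 6.18 in TBM 2 and 0.267 in control 2, a ratio of 23.2 (95% interval 6.03 to 197), with 59.7 in control 1 and 1.22 in TBM 1. As labelled, the log2 fold changes were -2.13 for AOX1A (standard error 1.79, adjusted p = 0.736 by edgeR) and -2.98 for AOX3 (standard error 1.76, adjusted p = 0.662 by edgeR). Single libraries decided their sign, with 2.89 and 3.76 without control 1 and -4.99 and -4.55 without TBM 2. Under the exchange with all 4 libraries, the log2 fold changes were 5.29 (standard error 0.90, adjusted p = 0.498 by edgeR and 6.73e-08 by DESeq2) and 5.58 (standard error 1.36, adjusted p = 0.519 by edgeR and 0.000419 by DESeq2), so DESeq2 called both and edgeR called neither.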

Mitochondrial ubiquinol oxidase AOX1A and AOX3 are expressed in the mitochondria and are known to respond to various stresses [30]. Fermentative metabolism was also induced in pea plants by ALS-inhibiting herbicide, although oxidative stress seemed not related to the mode of action of herbicides [31]. SOT12 is a brassinosteroid SOT and is produced in response to NaCl stress, ABA, and salicylic acid [32]. The abovementioned data about the glycosyltransferase, GST, cytochrome P450, ABC transporter, MATE, AOX, and SOT indicate that one major response towards TBM treatment is the induction of detoxification-related genes.

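Of the unigenes the study lists, 9 of 9 UDP-glycosyltransferases, 5 of 5 sulfotransferases and 8 of 9 transporters of detoxification were higher in TBM 2 than in control 2, as were 14 of 14 unigenes of mitochondrial stress, which include the alternative oxidases. The same numbers were higher in the library labelled control 1 than in that labelled TBM 1. ABCC3 (EV185787), an ABC transporter, gave 179 CPM in TBM 2 and 3.60 in control 2, a ratio of 49.6 (95% interval 33.9 to 75.5), with 442 in control 1 and 5.69 in TBM 1. UGT74E2 (EL625815) gave 19.3 in TBM 2, 0.801 in control 2, 65.6 in control 1 and 1.42 in TBM 1. In these families edgeR and DESeq2 called 0 members as labelled, 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05 in edgeR's test. Under the exchange, edgeR called 0 over all unigenes. Adjusted over the list alone, it called 9 glycosyltransferases, 5 sulfotransferases and 14 unigenes of mitochondrial stress higher, and 8 transporters higher and 1 lower, and the same numbers had an unadjusted p under 0.05. DESeq2 called 6, 5, 13 and 8 higher in the same order. As labelled and without control 2, edgeR called 4 glycosyltransferases, 0 sulfotransferases and 7 unigenes of mitochondrial stress lower, and 1 transporter higher and 2 lower. Under the exchange, it called 9, 5, 14 and 8 higher without TBM 2 and 7, 5, 14 and 8 without the library labelled control 1, with 1 transporter lower in each. With a replicate block under the exchange, it called 1 sulfotransferase and 2 transporters higher. The study chose these lists on the same samples, so neither the tallies of direction nor the counts adjusted over a list are independent evidence. From the expression of these families, the paper reasons to a detoxification response to TBM. Its evidence also holds qPCR, with SOT12, DTX1, GSTU24, AOX1A and AOX3 activated, and earlier findings on Arabidopsis treated with imazethapyr.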

### Plastid destruction and lipid abnormality is associated with MS induced by ALS inhibitors

SU herbicides may damage the photosynthetic apparatus [33] because plant ALS proteins are located in plastids and chloroplasts [34]. We found that the photosynthetic rate and chlorophyll content were obviously affected in the several days after the sub-lethal dose of the TBM treatment, similar to the effects of another gametocide amidosulfuron [10]. The abnormality of chloroplasts and tapetal elaioplasts caused by SU gametocides had been previously reported by us [10]. Zabalza et al. [35] found that both inhibitors of KARI and ALS induced growth arrest and photosynthesis inhibition. The exposure of *A. thaliana* plants to herbicide IM strongly affected chlorophyll synthesis and increased reactive oxygen species (ROS) [7, 8]. The exposure of rice to IM damaged lipid membranes and affected the transcription of genes involved in photosynthesis and sugar metabolism [7, 36]. Carbohydrate metabolism may be blocked in either treatments of TBM, amidosulfuron [10] or MES exposure [9] because they led to a decrease in the soluble sugar contents in leaves and flower buds. The results of Sun et al., [36] showed that the PSII system was severely damaged, and the expression of many photosynthesis-related genes decreased in the IM-treated plants.

The destruction of chloroplasts and the incapability of photosynthesis seemed to be the main effects of the TBM treatments and other ALS-inhibiting gametocides [7–10, 32, 36]. Developing microspores need a large supply of photoassimilates [37], such as starch and other carbohydrates. The deprivation of the anther sugar content seemed to be one important factor in stress-induced MS (Review in [37]). Therefore, the deprivation of photosynthesis and the destruction of plastids also contribute to the MS induced by ALS-inhibitors.

### Abnormal pollen coat of gametocide-induced MS

The formation and dissolution of the callose wall covering MMC and tetrad microspores are important processes during and after plant meiosis [38]. Both microscopic and ultramicroscopic observations in this study demonstrated an abnormal callose layer surrounding tetrad microspores. The components of the wall are mainly β-1, 3-glucans and pectin. The downregulation of the tapetum marker gene *glucanase A6* and *QRT3* prove that the callose layer covering MMC and tetrad microspores is affected by TBM treatment. 

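DIR13 (EV085358), a dirigent protein of the cell wall list, gave 505 CPM in TBM 2 and 1714 in control 2, a ratio of 0.294, with 19.0 in the library labelled control 1 and 2082 in that labelled TBM 1. Of the 11 tested unigenes of cell wall construction, 9 were lower in TBM 2 than in control 2 and 2 were higher. The same split held for the library labelled control 1 against that labelled TBM 1. The members were chosen by the study on these libraries, so neither split is independent evidence. As labelled, edgeR and DESeq2 called 0 of the 11, 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05 in edgeR's test. Under the exchange, edgeR called 0 over all unigenes and 2 higher when adjusted over the list alone, which the study chose on these samples and which is not independent evidence. At an unadjusted p under 0.05, 2 were then higher and 2 lower, and DESeq2 called 1 lower. With all 4 libraries under the exchange, DIR13 had a log2 fold change of -2.86 (standard error 1.91, adjusted p = 0.679 by edgeR and 0.551 by DESeq2). Leaving out control 2 as labelled, edgeR called 6 higher, and under the exchange 2 higher and 9 lower without TBM 2, and 2 and 5 without the library labelled control 1.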

The downregulation of the other genes related to cell wall construction (Fig. 6) also implied abnormalities in pollen wall construction.

Numerous studies using mutants have revealed that lipids play important roles not only in the formation of thylakoid membranes but also in the folding and assembly of the protein subunits in photosynthetic complexes. In addition, studies on thylakoid membranes have also provided critical information on the association of lipids with photosynthetic complexes and their activities [39]. Both the TBM and amidosulfuron treatment [10] resulted in defective elaioplasts and pollen exine. Defective plastids will impair the tapetal secretion of such materials as flavonoid and lipid compounds and finally affect the formation of pollen coat [40]. AT1G20130 is a GDSL-like lipase that is highly expressed during microspore mitosis, with a dramatic decline during pollen maturation (according to UniProt annotation). LTP11 and LTP12 are non-specific lipid-transfer proteins that transfer phospholipids as well as galactolipids across membranes. They may play a role in wax or cutin deposition in the cell walls of expanding epidermal cells and certain secretory tissues (according to UniProt annotation).

In addition, some plant secondary metabolites, such as phenylpropanoid and flavonoids, also affect the pollen coat construction. SHT catalyses the biosynthesis of trihydroxycinnamoyl spermidine derivatives that accumulate on the pollen coat [41]. Plant type III polyketide synthase catalyses the condensation of malonyl-CoA units with various CoA ester starter molecules to generate a diverse array of natural products, including long-chain alkyl alpha-pyrones. The protein belongs to the chalcone synthase superfamily and generates backbones of a variety of plant secondary metabolites, including chalcones, stilbenes, biphenyls, etc. [42]. 

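CYP81D11 (TC178615) gave 16.5 CPM in TBM 2 and 4.00 in control 2, a ratio of 4.13 (95% interval 2.74 to 6.39), with 103 in the library labelled control 1 and 5.49 in that labelled TBM 1. CYP71B23 (TC166859) gave 6.47 in TBM 2, 2.00 in control 2, 28.1 in control 1 and 2.03 in TBM 1. CYP72A219 (TC161945) gave 5.89 in TBM 2 and 3.47 in control 2, a ratio of 1.70 (95% interval 1.01 to 2.89), with 30.2 in control 1 and 2.44 in TBM 1. CYP98A8, at TC168738, gave 20.4 in TBM 2, 39.8 in control 2, 0.843 in control 1 and 80.9 in TBM 1. CYP86B1 (EV153417) gave 1.01 in TBM 2, 7.61 in control 2, 0.153 in control 1 and 11.4 in TBM 1. Of 8 cytochrome P450 unigenes tested, 6 were higher and 2 lower in TBM 2, a tally on libraries the study used to choose them and so not independent evidence. As labelled, edgeR and DESeq2 called 0 of the 8, 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05 in edgeR's test. The exchange gave 0 over all unigenes by edgeR and 6 higher and 1 lower when adjusted over the list alone, which the study chose on these samples and which is not independent evidence. The same numbers had an unadjusted p under 0.05, and DESeq2 called 3 higher and 1 lower. Without control 2 as labelled, edgeR called 2 higher and 6 lower, and under the exchange 6 higher and 2 lower without TBM 2, and 4 and 2 without the library labelled control 1.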

The upregulation of such cytochrome P450 members as *CYP71B23*, *CYP 81D11* and *CYP72A219*, and the downregulation of *CYP 98A8* and *CYP 86B1*, suggested an influence on the pathway of phenylpropanoid and flavonoid metabolism.

### Mode of action for gametocide TBM

As another gametocide amidosulfuron did [10], TBM also showed multi-effects on rapeseed growth and development. Although TBM and amidosulfuron treatment elicited somewhat different transcriptional regulation in rapeseed, we could find similar DET categories between the two transcriptomes, such as lipid metabolism, chloroplastic components, cell cycle, and cell wall construction. The available data in our studies and previous studies [7–10, 32, 36] suggested that the depression of photosynthesis, the block of the cell cycle, the depletion of pollen coat materials, and the elevation in ethylene are the major phytotoxic effects of TBM. These abnormalities may directly/indirectly induce autophagy and cell death in tapetal cells and microspores. Thus, the mode of action for TBM is similar to that of amidosulfuron [10], as shown in Fig. 11. Exposure to TBM causes the inhibition of ALS enzymes, metabolic detoxification, and metabolic replenishment. The inhibition of ALS activity disturbs amino acid metabolism and then destroys plastids and chloroplasts. Then, the expression of some tapetum preferential genes and synthesis of lipid, flavonoid, and pollen coat materials are affected.

**Fig. 11:**
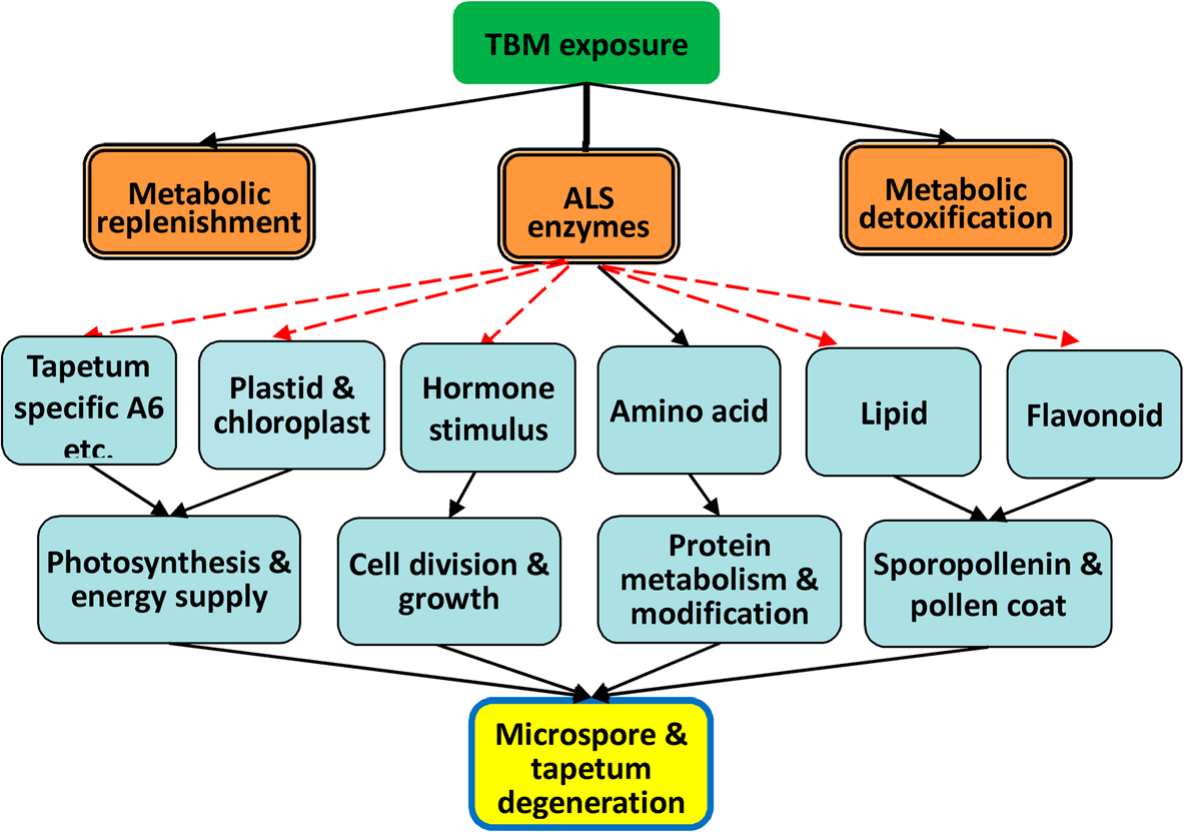
Scheme of mode of action for SU gametocides (modified from Liu et al., 2017). Exposure to TBM causes inhibition of ALS enzymes, metabolic detoxification, and metabolic replenishment. Inhibition of ALS activity disturbs amino acid metabolism and then destroys plastids and chloroplasts. Then, the expression of some tapetum preferential genes and the synthesis of lipids, flavonoids, and pollen coat materials is affected. Consequently, photosynthesis, energy and nutrition supply, cell division and development, and protein metabolism are all influenced by the treatment

## Conclusion

The results indicate that TBM treatment leads to the abnormal transcriptional regulation of some important pathways, especially those related to plastids, photosynthesis, lipid metabolism, and ethylene stimulus. These abnormalities, proved by the changes of several important physiological traits, will disturb the development of tapetal cells and microspores, and consequently, the MS phenotype occurred. The finding of those important pathways associated with the MS induced by TBM apart from ALS is also a useful reference to study the phytotoxic effect of other ALS-inhibitors.

## Additional files

Additional file 1: **Table S1.** Primers for *ALS* genes and 16 selected differentially expressed transcripts.

Additional file 2: **Dataset S1.** The list of DETs between TBM-treatment and the control. The DETs were selected with FDR < 0.05 and fold change ≥2. The gene name and symbol, TPM value, fold change, *p* value, gene sequence, GO term, KEGG pathway, BLAST hit in the NCBI database, and functional annotation in the UniProt database were included.

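The copy of this table used here holds 196 transcripts with a positive and 162 with a negative log2 fold change, and 1 of them has an adjusted p above 0.05. It gives the TPM of the 4 samples CK1, CK2, HS1 and HS2 and the change of the mean under TBM. The deposited values of the library labelled control 1 match CK1 in 0 of the 357 shared transcripts, and those of the library labelled TBM 1 match HS1 in 0. Since the copy is shorter than the paper's count, no overlap test was made on it.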

Additional file 3: **Table S2.** The symbols and names of all proteins/genes used in STRING database.

## Abbreviations

ALS: Acetolactate synthase
BCAA: Branched-chain amino acids
CIMS: Chemically induced male sterility
DAT: Days after treatment
DET: Differential expression transcript
DGE: Digital gene expression
MES: Monosulfuron ester sodium
MMC: Microspore mother cell
TEM: Transmission electron microscopy

## References

[1] McCourt A, Pang SS, King-Scott J, Guddat LW, Duggleby RG (2006). Herbicide-binding sites revealed in the structure of plant acetohydroxyacid synthase. Proc Natl Acad Sci U S A.

[2] Zhou Q, Liu W, Zhang Y, Liu KK (2007). Action mechanisms of acetolactate synthase-inhibiting herbicides. Pest Biochemi Physiol.

[3] Yu C, Hu S, He P, Sun G, Zhang C, Yu Y (2006). Inducing male sterility in *Brassica napus* L. by a sulphonylurea herbicide tribenuron-methyl. Plant Breed.

[4] Yu CY, Dong JG, Hu SW, He PR (2009). Efficiency of a novel gametocide amidosulfuron on rapeseed (*Brassica napus*). Plant Breed.

[5] Yu C, He B (2014). Evaluation of male-sterility induction effect of various amino acid biosynthesis inhibiting-herbicides on rapeseed (*Brassica napus*). Acta Agronom Sin.

[6] Yu CY, Dong JG, Hu SW, Xu AX (2017). Exposure to trace amounts of sulfonylurea herbicide tribenuron-methyl causes male sterility in 17 species or subspecies of cruciferous plants. BMC Plant Biol.

[7] Qian H, Wang R, Hu H, Lu T, Chen X, Ye H, Liu W, Fu Z (2011). Enantioselective phytotoxicity of the herbicide imazethapyr and its effect on rice physiology and gene transcription. Environ Sci Technol.

[8] Qian H, Li Y, Sun C, Lavoie M, Xie J, Bai X, Fu Z (2015). Trace concentrations of imazethapyr (IM) affect floral organs development and reproduction in *Arabidopsis thaliana*: IM-induced inhibition of key genes regulating anther and pollen biosynthesis. Ecotoxicology..

[9] Li Z, Cheng Y, Cui J, Zhang P, Zhao H, Hu S (2015). Comparative transcriptome analysis reveals carbohydrate and lipid metabolism blocks in *Brassica napus* L male sterility induced by the chemical hybridization agent monosulfuron ester sodium. BMC Genomics.

[10] Liu XQ, Yu CY, Dong JG, Hu SW, Xu AX (2017). Acetolactate synthase-inhibiting gametocide amidosulfuron causes chloroplast destruction, tissue autophagy, and elevation of ethylene release in rapeseed. Front Plant Sci.

[11] Chakrabarty SK, Maity A, Yadav JB (2015). Influence of cyto-sterility sources of female line on seed quality of Indian mustard (*Brassica juncea* L. Czern & Coss.) in relation to storage period. Plant Breed.

[12] Dey SS, Bhatia R, Parkash C, Sharma S, Dabral M, Mishra V, Bhardwaj I, Sharma K, Kumar SV, Kumar R (2017). Alteration in important quality traits and antioxidant activities in *Brassica oleracea* with Ogura cybrid cytoplasm. Plant Breed.

[13] Xia S, Wang Z, Zhang H, Hu K, Zhang Z, Qin M, Dun X, Yi B, Wen J, Ma C, Shen J, Fu T, Tu J (2016). Altered transcription and neofunctionalization of duplicated genes rescue the harmful effects of a chimeric gene in *Brassica napus*. Plant Cell.

[14] Manabe Y, Tinker N, Colville A, Miki B (2007). CSR1, the sole target of imidazolinone herbicide in *Arabidopsis thaliana*. Plant Cell Physiol.

[15] Glombitza S, Dubuis PH, Thulke O, Welzl G, Bovet L, Götz M, Affenzeller M, Geist B, Hehn A, Asnaghi C, Ernst D, Seidlitz HK, Gundlach H, Mayer KF, Martinoia E, Werck-Reichhart D, Mauch F, Schäffner AR (2004). Crosstalk and differential response to abiotic and biotic stressors reflected at the transcriptional level of effector genes from secondary metabolism. Plant Mol Biol.

[16] Das M, Reichman JR, Haberer G, Welzl G, Aceituno FF, Mader MT, Watrud LS, Pfleeger TG, Gutierrez RA, Schaffner AR, Olszyk DM (2010). A composite transcriptional signature differentiates responses towards closely related herbicides in *Arabidopsis thaliana* and *Brassica napus*. Plant Mol Biol.

[17] Zhao L, Jing X, Chen L, Liu Y, Su Y, Liu T, Gao C, Yi B, Wen J, Ma C, Tu J, Zou J, Fu T, Shen J (2015). Tribenuron-methyl induces male sterility through anther-specific inhibition of acetolactate synthase leading to autophagic cell death. Mol Plant.

[18] Zhao L, Deng L, Zhang Q, Jing X, Ma M, Yi B, Ma C, Tu J, Fu T, Shen J (2018). Autophagy contributes to sulfonylurea herbicide tolerance via GCN2-independent regulation of amino acid homeostasis. Autophagy..

[19] Hu M, Pu H, Long W, Gao J, Qi C, Zhang J, Chen S (2015). Enzymatic characteristics of acetolactate synthase mutant S638N in Brassica napus and its resistance to ALS inhibitor herbicides. Acta Agronom Sin.

[20] Pu Y, Luo X, Bassham DC (2017). TOR-dependent and–independent pathways regulate autophagy in *Arabidopsis thaliana*. Front Plant Sci.

[21] Thompson EP, Wilkins C, Demidchik V, Davies JM, Glover BJ (2010). An Arabidopsis flavonoid transporter is required for anther dehiscence and pollen development. J Exp Bot.

[22] Ortega-Amaro MA, Rodriguez-Hernandez AA, Rodriguez-Kessler M, Hernandez-Lucero E, Rosales-Mendoza S, Ibanez-Salazar A, Delgado-Sanchez P, Jimenez-Bremont JF (2014). Overexpression of AtGRDP2, a novel glycine-rich domain protein, accelerates plant growth and improves stress tolerance. Front Plant Sci.

[23] Boutrot F, Chantret N, Gautier MF (2008). Genome-wide analysis of the rice and Arabidopsis non-specific lipid transfer protein (nsLtp) gene families and identification of wheat *nsLtp* genes by EST data mining. BMC Genomics.

[24] Scarabel L, Pernin F, Délye C (2015). Occurrence, genetic control and evolution of non-target-site based resistance to herbicides inhibiting acetolactate synthase (ALS) in the dicot weed *Papaver rhoeas*. Plant Sci.

[25] Liu C, Liu S, Wang F, Wang Y, Liu K (2012). Expression of a rice CYP81A6 gene confers tolerance to bentazon and sulfonylurea herbicides in both Arabidopsis and tobacco. Plant Cell Tiss Org.

[26] Andrews CJ, Skipsey M, Townson JK, Morris C, Jepson I, Edwards R (1997). Glutathione transferase activities toward herbicides used selectively in soybean. Pestic Sci.

[27] Zhang Y, Wang Y, Kanyuka K, Parry MAJ, Powers ST, Halford NG (2008). GCN2-dependent phosphorylation of eukaryotic translation initiation factor-2α in Arabidopsis. J Exp Bot.

[28] Faus I, Zabalza A, Santiago J, Nebauer SG, Royuela M, Serrano R, Gadea J (2015). Protein kinase GCN2 mediates responses to glyphosate in Arabidopsis. BMC Plant Biol.

[29] Duhoux A, Carrère S, Gouzy J, Bonin L, Délye C (2015). RNA-Seq analysis of rye-grass transcriptomic response to an herbicide inhibiting acetolactate-synthase identifies transcripts linked to non-target-site-based resistance. Plant Mol Biol.

[30] Fiorani F, Umbach AL, Siedow JN (2005). A study of Arabidopsis AOX1a transgenic plants. Plant Physiol.

[31] Zabalza A, Gaston S, Sandalio LM, Rio L-D, Royuela M (2006). Oxidative stress is not related to the mode of action of herbicides that inhibit acetolactate synthase. Environ Experim Bot.

[32] Baek D, Pathange P, Chung JS, Jiang J, Gao L, Oikawa A, Hirai MY, Saito K, Pare PW, Shi H (2010). A stress-inducible sulphotransferase sulphonates salicylic acid and confers pathogen resistance in Arabidopsis. Plant Cell Environ.

[33] Saja D, Rys M, Stawoska I, Skoczowski A (2016). Metabolic response of cornflower (*Centaurea cyanus* L.) exposed to tribenuron-methyl: one of the active substances of sulfonylurea herbicides. Acta Physiol Plant.

[34] Shimizu M, Goto M, Hanai M, Shimizu T, Izawa N, Kanamoto H, Tomizawa KI, Yokota A (2008). Kobayashi H selectable tolerance to herbicides by mutated acetolactate synthase genes integrated into the chloroplast genome of tobacco. Plant Physiol.

[35] Zabalza A, Zulet A, Gil-Monreal M, Igal M, Royuela M (2013). Branched-chain amino acid biosynthesis inhibitors: herbicide efficacy is associated with an induced carbon–nitrogen imbalance. J Plant Physiol.

[36] Sun C, Chen S, Jin Y, Song H, Ruan S, Fu Z, Asad MA, Qian H (2016). Effects of the herbicide imazethapyr on photosynthesis in PGR5- and NDH-deficient *Arabidopsis thaliana* at the biochemical, transcriptomic, and proteomic levels. J Agric Food Chem.

[37] De Storme N, Geelen D (2014). The impact of environmental stress on male reproductive development in plants: biological processes and molecular mechanisms. Plant Cell Environ.

[38] Zhang ZB, Zhu J, Gao JF, Wang C, Li H, Zhang HQ, Zhang S, Wang DM, Wang QX, Huang H, Xia HJ, Yang ZN (2007). Transcription factor AtMYB103 is required for anther development by regulating tapetum development, callose dissolution and exine formation in Arabidopsis. Plant J.

[39] Kobayashi K, Endo K, Wada H (2016). Roles of lipids in photosynthesis. Subcell Biochem.

[40] Dobritsa A, Lei Z, Nishikawa S, Urbanczyk-Wochniak E, Huhman DV, Preuss D, Sumner LW (2010). LAP5 and LAP6 encode anther-specific proteins with similarity to chalcone synthase essential for pollen exine development in Arabidopsis. Plant Physiol.

[41] Elejalde-Palmett C, de Bernonville TD, Glevarec G, Pichon O, Papon N, Courdavault V, St-Pierre B, Giglioli-Guivarch N, Lanoue A, Besseau S (2015). Characterization of a spermidine hydroxycinnamoyltransferase in *Malus domestica* highlights the evolutionary conservation of trihydroxycinnamoyl spermidines in pollen coat of core Eudicotyledons. J Exp Bot.

[42] Abe I, Morita H (2010). Structure and function of the chalcone synthase superfamily of plant type III polyketide synthases. Nat Prod Rep.

# Supplementary material for: How exposure to ALS-inhibiting gametocide tribenuron-methyl induces male sterility in rapeseed
**Source:** BMC Plant Biol. 2019 Apr 2;19:124. doi: 10.1186/s12870-019-1722-1
**Supplement:** Supplementary file 1 — Table S1. Primers for ALS genes and 16 selected differentially expressed transcripts.

Additional file 1

**Table S1. Primers for *ALS* genes and 16 selected differentially expressed transcripts.**

| Gene name | Forward sequence (5’-3’) | Reverse sequence(5’-3') | |
| --- | --- | --- | --- |
| *ALS1* | ACCCGTCAATGTCGCACCTCCTTC | | CCCGAAGTGGCTATGCAGATTCCC |
| *ALS3* | GCTATTCAGACAATGCTGGATACACC | | CTGGGAACAAACCAAAAGCAGTACA |
| *ATG8a* | TCTTCTTCGGAGTCCAATCG | | CTCTGTCAGGGTACTTCTCTC |
| *A6* | CAATCTTGCTTGCCAATGCTATC | | TGCGAACCAAACACAGAAAGTC |
| *QRT3* | ATATCAGGACAAGCAAAC | | CGGTATAATCCAAGTAAGAA |
| *LTP12* | GTGTTTCAGTTCCCTACC | | CATCTCTAGCCTCCTTCA |
| *ATA7* | TCTGTTGGAATGGACTGTT | | ACTCGTCACTAATACAATAAGC |
| *ATXR6* | GTAGAGGCTGATAGGTGTATT | | ATGCTGTCTCCATCATAGTT |
| *RAP2-3* | GGTTGATTTATGGATGTTTGATG | | GCGGTTTATATTACAGCCTTTA |
| *ACS8* | TACTCTAACGATGATATTGTTG | | AGGTAGTTCTTGGTGAAG |
| *AOX1A* | TACTGAATGGAAGTGGAAT | | AATAAGCCAATCTGTCAAG |
| *AOX3* | CCTCCGACTAAGATTACTAA | | GGTTTGTGATGTTTGGTTA |
| *ERF071* | CAAACTCAATTTCCCTAACG | | ATCGCAAGCATTCATCAA |
| *SOT12* | GTGAGATTGTGAAGTTGTGTAG | | AAGCGTTAGACTCTATTCCATT |
| *DTX1* | TGGTTTAGTGGGTGCTTT | | AGTATGTGTAGGTTCCGATT |
| *GSTU24* | GTCGGAGAAGGTCACTAC | | CTCACAGAATCACATTATTAAGC |
| *GDSL* | GGTAGTGGTTACATTCCT | | TTGTCCTACTAACTTCTTCA |
| *SCT* | GGATTCTACGGTAACGCCTAC | | AGAGATTGATGCTTCTTGGAGTT |
| *BnActin7* | CGCGCCTAGCAGCATGAA | | GTTGGAAAGTGCTGAGAGATGCA |

# Supplementary material for: How exposure to ALS-inhibiting gametocide tribenuron-methyl induces male sterility in rapeseed
**Source:** BMC Plant Biol. 2019 Apr 2;19:124. doi: 10.1186/s12870-019-1722-1
**Supplement:** Supplementary file 3 — Table S2. The symbols and names of all proteins/genes used in STRING database.

Additional file 3

**Table S2 The symbols and names of all proteins/genes used in STRING database.**

How the deposited data were processed for this re-analysis (not part of the article)

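Gene expression was measured by DGE tag sequencing in 4 libraries of young rapeseed flower buds no longer than 3 mm, 2 libraries from control plants and 2 from plants sprayed with 0.2 mg per L of TBM, 5 days after the treatment. Whole buds were used, and tissues and stages within a bud were not separated. The expected counts were made by the authors, who aligned clean reads of 36 nt with Bowtie 2.1.0 to *Brassica* unigenes and divided reads that match several unigenes among them, by a rule the paper's text does not name. The paper's methods speak of perfect reads and of a gene index, and the deposited labels of 1 mismatch and of a *Brassica* genome. The values deposited as TPM are in the unit of RPM, made by the authors by dividing each expected count by 1 constant per library, with no division by length, and they sum to 560394 to 748279 per library.

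Each library holds 90415 unigenes. Total counts were 9704927 and 7942288 in the libraries labelled control 1 and control 2, and 6884149 and 6655559 in those labelled TBM 1 and TBM 2. Libraries were grouped by their deposited labels. The per-sample values of the paper's Dataset S1 give control 1 as HS1 and TBM 1 as CK1, each equal in 357 of 357 transcripts within 0.0051 TPM. Which of these assignments is right cannot be read from the files, so all fits were made under the labels, and those named below also with the 2 libraries exchanged.

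Expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM normalization), for the 59467 unigenes with at least 10 counts in at least 2 libraries. Unigenes with a Benjamini-Hochberg adjusted p of at most 0.05 and a fold of at least 2 were called. The standard error of a log2 fold change is its size divided by the square root of the F statistic. TBM 2 and control 2 were compared as single libraries by their ratio of CPM with an exact 95% interval, which covers counting error only, since reads copied by PCR are not independent molecules. Where a library had 0 counts, a floor of 3 counts per library was used for a rough bound, which leaves out the counting error of the other library. No exact permutation test was made, since 2 libraries against 2 cannot pass the threshold. Tables were made with Python 3.11.15 and pandas 2.3.3, and plots with matplotlib 3.10.9, with 0.1 CPM added before a log.

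The fits were tested on simulated counts with 100 unigenes changed 4-fold and 100 changed 16-fold among 59467. As labelled, edgeR recovered 2 of the 4-fold and 60 of the 16-fold changes with 14 false calls, and DESeq2 1.42.0 recovered 25 and 80 with 96 false calls. With the exchange, edgeR recovered 3 and 56 with 9 false calls, and DESeq2 recovered 23 and 82 with 88 false calls.

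The alternatives chosen before the data were examined were DESeq2 size factors, upper-quartile scaling, no filter, a minimum of 50 counts, DESeq2's test, no minimum fold, the replicate number as a block, and leaving out each library in turn. The exchange of control 1 and TBM 1 was chosen after the data were seen, with edgeR, DESeq2, a replicate block and each library left out in turn. So was a crossed replicate block. Quantile normalization and other pseudocounts had been set for files without counts and were not used.

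Named transcripts were those the paper names and pairs with a unigene in Dataset S1, Table 1 or Table 2, the most abundant unigene standing for a symbol with several, with the unigene that holds both qPCR primers. The most abundant member of each list and at most 2 higher and 2 lower unigenes with no name and the smallest p were added. The rule's part on the largest called changes named none as labelled, where edgeR called 0. The paper's own values for these transcripts had been seen before the rule was written. The lists were drawn up from the annotation in Dataset S1, Table 1 and Table 2 before the data were examined. The study chose those transcripts on the same libraries, so the counts within a list are not independent evidence, and no set or overlap test was made. Lists of genes independent of the study could not be used, since the files name no genes. MS2, ERF1A, GSTU11, UGT73B3, CYS2, CRK5 and the ALS genes have no unigene in the tables held here and were left out, as was 1 A6 unigene.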

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

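The fit behind the count in this part was chosen after the data were examined. Under the Dataset S1 assignment, DESeq2 called 121 unigenes outside the transcripts the paper lists, a count that is not established as a signal. The same fit made 88 false calls on simulated counts, so its calls cannot be read 1 by 1 as changes. As labelled, DESeq2 made 96 false calls on simulated counts and called 0 on the real ones. The simulated number therefore does not carry over directly to the real counts. Under the same assignment edgeR called 0 unigenes, with 3316 higher and 1940 lower at an unadjusted p under 0.05, and as labelled both edgeR and DESeq2 called 0. With a replicate block under that assignment, edgeR called 2 unigenes outside those listed. The files name none of these unigenes, so no biological explanation was tested. Notes to the paper's tables of GO terms count more significant genes than the DETs it lists. Whether the 121 unigenes are among those genes was not tested.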

How the results depend on the processing

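The Dataset S1 assignment, all fits under it and the crossed replicate block were chosen after the data were examined, and the other alternatives before. As labelled, edgeR called 0 unigenes higher and 0 lower under TBM with DESeq2 size factors (1675 higher and 2777 lower at an unadjusted p under 0.05), with upper-quartile scaling (1501 and 3049), with no filter (2467 and 4991 among 88636 tested), with a minimum of 50 counts (349 and 1224 among 27178 tested) and with no minimum fold. DESeq2's test called 0 as well, with 735 and 1575 at an unadjusted p under 0.05. With the replicate number as a block (replicate block), edgeR called 0, with 902 and 2159 at an unadjusted p under 0.05 and a smallest adjusted p of 0.867. With a crossed replicate block, tried because the deviations of same-numbered libraries had a correlation of -0.43 across unigenes, edgeR called 0, with 3796 and 4734 at an unadjusted p under 0.05. With 2 libraries per group a shared number is the only sign of a pair.

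When each library was left out in turn, the lone library of its group was assumed to vary like the other group and the unigenes tested were held fixed. The number called higher ran from 0 to 1320 and the number called lower from 0 to 1534, and the number of listed transcripts called in the lists ran from 0 to 122. Every call came without control 2, where 2644 of the calls lay outside the transcripts the study lists in Dataset S1, Table 1 and Table 2. The other 3 leave-one-out fits called 0, with 1318 higher and 1252 lower at an unadjusted p under 0.05 without control 1, 1455 and 2945 without TBM 1, and 287 and 320 without TBM 2. In each of these fits 0 of the transcripts listed as upregulated were called higher and 0 of those listed as downregulated were called lower.

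Under the Dataset S1 assignment, edgeR called 0 unigenes, and its result moved with the test and with single libraries. Without the library labelled control 1 or without TBM 2, the spread came from control 2 and TBM 1 alone, the pair with the highest correlation. The calls of those fits therefore measure no spread among treated libraries. DESeq2 called 215 higher and 81 lower, with 131 of the transcripts listed as upregulated called higher, 44 of those listed as downregulated called lower and 93 called in the lists. On simulated counts for this assignment DESeq2 made 88 false calls and edgeR 9, numbers that do not carry over directly to the real counts. The replicate block gave 10 higher and 0 lower, with 8 of the study's upregulated transcripts and 3 in the lists. Leaving out the library labelled control 1 gave 3796 higher and 3843 lower, with 170 and 156 of the study's transcripts and 178 in the lists. Leaving out TBM 2 gave 5126 and 5698, with 188 and 169 of the study's transcripts and 189 in the lists. Leaving out control 2 gave 0 (591 higher and 491 lower at an unadjusted p under 0.05), as did leaving out TBM 1 (656 and 328). The cause was not tested.

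Of unigenes with 10 counts or more, 55568 were detected in control 2, 47952 in TBM 1 and 53846 in TBM 2, more than 1.5 times fewer than those above 0. The number in control 1 stayed within 1.5 times. The number of unigenes with a higher mean under TBM was 44533 after rescaling by the median ratio, 11468 among unigenes with 10 or more counts in 2 libraries, where fewer are counted, and 64249 under the Dataset S1 assignment. The number with a lower mean was 44103 after rescaling and 25768 under that assignment. The pseudocount and quantile alternatives set for normalized values were not run, since the files hold counts.

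Of the 65 named transcripts, DESeq2 size factors, upper-quartile scaling, no filter and DESeq2's test left the sign of the log2 fold change and its side of the threshold unchanged in 65. The Dataset S1 assignment reversed 59 signs. The log2 fold changes under it were -3.74 for QRT3, -3.23 for A6, -4.12 for ATA7, -2.67 for ATA20, -4.49 for ATA27, -2.41 for ATA1, -4.59 for KCS15, -2.55 for PKSC, -2.76 for LTP12 TC169260, -4.37 for LTP12 TC176577, -1.99 for LTP11, -3.04 for SHT, -5.54 for SCT, -3.58 for NIP7-1 and -4.60 for GRDP2. They were further -2.53 for CYP98A8, -4.66 for GDSL lipase AT1G20130, -4.21 for CYP86B1, 3.34 for LACS3, -3.04 for CHS, -2.70 for CCoAOMT-like At1g67980, 2.84 for C4H, -2.14 for DTX41, 8.56 for DTX1, 6.00 for DTX6, 6.82 for SOT12, 3.27 for GSTU4, 3.49 for GSTU9, 4.19 for GSTU10 and 4.34 for GSTU12. They were further 3.74 for GSTU24, 2.58 for UGT73B1, 2.63 for UGT73B5, 3.10 for CYP71B23, 3.66 for CYP81D11, 2.60 for CYP72A219, 5.29 for AOX1A, 5.58 for AOX3, 2.46 for SIB1, 3.34 for MYB51, 5.36 for CRF6, 6.39 for ERF071, -2.25 for GH3.12, -2.17 for GH3.17 and -2.15 for PLT1. They were further -2.46 for GASA10, -2.71 for ATXR6, -2.67 for psbB, 5.29 for UGT74E2, -2.86 for DIR13, -2.34 for RER2, 3.69 for NFXL1, 2.72 for BZIP60, -2.49 for HTH, -2.37 for mitochondrial genome transcript, 6.64 for AAA-ATPase At2g18193, 3.78 for NUC-L1, -2.75 for ribosomal RNA and 6.07 for ABCC3. The exchange of the libraries is itself the change of sign in these transcripts.

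With the replicate block, the log2 fold change of GSTU10 reversed to 0.05. The cause was not tested.

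With a minimum of 50 counts, 47 of the 65 were tested and the log2 fold change of PR-4B reversed to -0.08. The cause was not tested.

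Leaving out 1 library reversed the sign of 44 of the 65 without control 1, of 27 without TBM 1, of 6 without control 2 and of 6 without TBM 2, and without control 2 edgeR called a further 42 that kept their sign. Over the 4 leave-one-out fits, the log2 fold change ran from -1.38 to 6.40 for QRT3, from -0.82 to 8.38 for A6, from -1.63 to 7.76 for ATA7, from -0.06 to 7.51 for ATA20, from -2.57 to 4.72 for ATA27, from -2.00 to 5.27 for KCS15, from -0.18 to 4.13 for PKSC, from -1.54 to 8.02 for LTP12 TC176577, from -0.11 to 4.37 for LTP11, from -0.27 to 5.94 for SHT, from -3.09 to 5.81 for SCT and from -1.05 to 5.83 for NIP7-1. It ran further from -1.98 to 6.83 for GRDP2, from -3.07 to 4.00 for GDSL lipase AT1G20130, from -1.86 to 5.14 for CYP86B1, from -3.02 to 1.18 for LACS3, from -0.92 to 4.78 for CHS, from -0.26 to 6.92 for CCoAOMT-like At1g67980, from -2.32 to 1.40 for C4H, from -0.04 to 3.25 for DTX41, from -6.92 to 8.97 for DTX1, from -4.44 to 6.38 for DTX6, from -6.73 to 4.43 for SOT12 and from -2.46 to 2.30 for GSTU4. It ran further from -3.16 to 1.34 for GSTU9, from -2.92 to 3.67 for GSTU10, from -4.07 to 1.79 for GSTU12, from -1.25 to 2.54 for GSTU16, from -2.77 to 2.82 for GSTU24, from -2.51 to 1.23 for UGT73B5, from -2.83 to 1.12 for CYP71B23, from -3.22 to 1.47 for CYP81D11, from -2.82 to 0.30 for CYP72A219, from -4.99 to 2.89 for AOX1A, from -4.55 to 3.76 for AOX3 and from -2.40 to 0.73 for SIB1. It ran further from -1.37 to 2.84 for PR-4B, from -2.09 to 3.09 for MYB51, from -0.48 to 1.17 for ATG8a, from -1.34 to 2.39 for MBF1A, from -4.99 to 3.76 for CRF6, from -6.46 to 2.69 for ERF071, from -1.42 to 1.91 for RAP2-3, from -0.07 to 4.21 for GASA10, from -1.07 to 2.54 for ATXR6, from -4.47 to 3.69 for UGT74E2, from -1.97 to 1.06 for TSO2 and from -0.78 to 6.09 for DIR13. It ran further from -0.64 to 2.76 for RER2, from -3.30 to 1.40 for NFXL1, from -2.29 to 1.28 for BZIP60, from -0.34 to 8.31 for HTH, from -0.01 to 3.83 for mitochondrial genome transcript, from -6.54 to 4.25 for AAA-ATPase At2g18193, from -3.20 to 2.55 for NUC-L1, from -0.84 to 4.84 for ribosomal RNA and from -5.22 to 4.67 for ABCC3. These fits have fewer libraries, and the cause of each reversal was not tested further.

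Depth limits the transcripts near the floor. DTX1 and DTX6 had 0 counts in control 2, so their ratio to it is a rough bound only. The counting intervals of TBM 2 over control 2 include no change for psbB and UGT73B1.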

Differences from the paper's values

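The thresholds are the paper's, an FDR of 0.05 and a fold of 2, and the paper's text names no test. The paper reports 363 DETs, of which 200 were upregulated and 163 downregulated, and edgeR called 0, 0 and 0 as labelled. None of the alternatives set before the data were examined came within the paper's counts. Without control 2 edgeR called 1320 higher and 1534 lower, and among them 69 of the study's upregulated transcripts were lower and 141 of its downregulated ones higher. The others called 0. Under the Dataset S1 assignment, chosen after the values were seen, DESeq2 called 215 higher and 81 lower, the first within 1.5 times the paper's 200. Of the study's transcripts that were tested, it called 131 of 188 upregulated and 44 of 169 downregulated ones and dropped the rest, and edgeR called 0 without a block. Under that assignment edgeR called 3796 higher and 3843 lower without the library labelled control 1, with 170 and 156 of the study's transcripts, and 5126 and 5698 without TBM 2, with 188 and 169. With a replicate block it called 10 higher, 8 of them the study's.

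The paper gives 47474 upregulated and 41162 downregulated genes in all. As labelled, 21389 unigenes had a higher and 68514 a lower mean TPM under TBM. Among the alternatives set before the data were examined, rescaling by the median ratio brought both within 1.5 times the paper's values, at 44533 and 44103. That scaling centres the ratios of the unigenes, so a near-even split follows from it. Its nearness to the paper's values therefore does not bear on the assignment. Counting only unigenes with 10 or more counts in 2 libraries did so for the lower ones, at 47939, and not for the higher ones, at 11468. The Dataset S1 assignment, chosen after the values were seen, gave 64249 and 25768 by mean TPM without the median-ratio scaling. A rescaled split under it was not computed.

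For 63 named transcripts with a log2 fold change in the paper's Dataset S1, the value as labelled differed from the paper's by more than its standard error in 63, and 57 had the opposite sign. The paper's value and the value as labelled were -3.75 and 0.92 for QRT3, -4.08 and 0.95 for ATA7, -2.65 and 1.31 for ATA20, -4.47 and 0.61 for ATA27, -2.42 and 1.52 for ATA1, -4.46 and 1.00 for KCS15, -2.45 and 1.03 for PKSC, -2.72 and 1.71 for LTP12 TC169260, -4.10 and 0.88 for LTP12 TC176577, -1.96 and 0.86 for LTP11, -2.96 and 1.44 for SHT. Further pairs, the paper's value first, were -5.49 and 1.02 for SCT, -3.53 and 1.14 for NIP7-1, -4.41 and 0.88 for GRDP2, -2.53 and 1.33 for CYP98A8, -4.89 and 1.04 for GDSL lipase AT1G20130, -4.06 and 0.71 for CYP86B1, 3.25 and -2.11 for LACS3, -2.99 and 0.64 for CHS, -2.64 and 1.01 for CCoAOMT-like At1g67980, 2.75 and -1.35 for C4H, -2.11 and 1.01 for DTX41. Further pairs, the paper's value first, were 8.42 and -1.52 for DTX1, 5.83 and -1.63 for DTX6, 6.78 and -1.80 for SOT12, 3.21 and -0.44 for GSTU4, 3.40 and -2.24 for GSTU9, 4.06 and -0.63 for GSTU10, 4.27 and -2.43 for GSTU12, 2.55 and 0.20 for GSTU16, 3.65 and -0.82 for GSTU24, 2.52 and -2.25 for UGT73B1, 2.49 and -1.66 for UGT73B5. Further pairs, the paper's value first, were 3.02 and -1.81 for CYP71B23, 3.58 and -2.27 for CYP81D11, 2.54 and -2.00 for CYP72A219, 5.22 and -2.13 for AOX1A, 5.39 and -2.98 for AOX3, 2.38 and -1.58 for SIB1, 2.72 and 0.02 for PR-4B, 3.18 and -0.97 for MYB51, 1.32 and 0.30 for ATG8a, 2.68 and 0.73 for MBF1A, 5.41 and -0.93 for CRF6. Further pairs, the paper's value first, were 6.42 and -3.47 for ERF071, 2.32 and 0.16 for RAP2-3, -2.23 and 1.44 for GH3.12, -2.17 and 1.46 for GH3.17, -2.15 and 1.18 for PLT1, -2.45 and 1.28 for GASA10, -2.66 and 0.30 for ATXR6, -2.61 and 1.85 for psbB, 5.18 and -1.67 for UGT74E2, -2.32 and -0.54 for TSO2, -2.37 and 0.76 for RER2. Further pairs, the paper's value first, were 3.61 and -2.31 for NFXL1, 2.66 and -1.15 for BZIP60, -2.49 and 0.68 for HTH, -2.39 and 1.38 for mitochondrial genome transcript, 6.58 and -1.80 for AAA-ATPase At2g18193, 3.73 and -0.21 for NUC-L1, -2.76 and 0.39 for ribosomal RNA, 5.99 and -1.27 for ABCC3.

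Of the alternatives set before the data were examined, leaving out control 1 brought the value within its standard error of the paper's for DTX1, DTX6, GSTU10, GSTU16, GSTU24, PR-4B, MYB51, ATG8a, MBF1A, RAP2-3 and ABCC3, and leaving out TBM 1 did so for GDSL lipase AT1G20130, ATG8a, TSO2 and HTH. The other alternatives of that kind did so for 0 transcripts. Under the Dataset S1 assignment, chosen after the values were seen, 0 of the 63 differed and 0 had the opposite sign, which follows from the use of the same libraries in the same assignment and is not independent evidence. In the fit of all 4 libraries without a block, edgeR called 0 of the study's transcripts under this assignment and as labelled.

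In direction, the paper gives the named transcripts of pollen wall and tapetum as downregulated and those of detoxification as upregulated. Its evidence for these directions also holds qPCR. There it reports A6, QRT3, LTP12, ATA7 and SCT as reduced and SOT12, DTX1 and GSTU24 as activated. As labelled, most of the fitted changes of the named transcripts have the opposite sign, as counted above, and edgeR called 0 of them. The ratio of TBM 2 to control 2, which both sources assign alike, goes with the paper in 187 of the 188 tested transcripts listed as upregulated and in 169 of the 169 listed as downregulated. The study chose the transcripts partly on these 2 libraries, so that tally was nearly fixed in advance and is not independent evidence.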

Other observations

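All tests of explanations in this part were chosen after the result was seen. Heat shock and nucleolar transcripts stand among those the study lists, and the paper's Table 3 holds terms of the response to heat. Of 8 tested heat shock unigenes, 8 were higher in TBM 2 than in control 2, with a median log2 ratio of 3.30, and 8 were higher in the library labelled control 1 than in that labelled TBM 1, with a median of 4.72. BZIP60 (TC174977), a transcription factor in this list, gave 51.2 CPM in TBM 2, 13.5 in control 2, 132 in control 1 and 14.2 in TBM 1. Of 7 unigenes of the nucleolus and ribosome biogenesis, 7 were higher in TBM 2, with a median log2 ratio of 3.19. The nucleolin NUC-L1 (TC188417) gave 171 in TBM 2, 15.6 in control 2, 195 in control 1 and 11.0 in TBM 1. As labelled, edgeR and DESeq2 called 0 members of both lists, with 0 at an unadjusted p under 0.05 in edgeR's test. Under the Dataset S1 assignment, edgeR called 0 over all unigenes and all 8 and all 7 when adjusted over the list alone, and DESeq2 called 6 and 6. As labelled and without control 2, edgeR called 3 heat shock unigenes lower and 0 of the nucleolus, and with the libraries exchanged 8 and 7 higher without TBM 2 and 7 and 7 without the library labelled control 1. The study chose these lists on the same samples.

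Mitochondrial stress unigenes, led by the AAA-ATPase At2g18193 (TC168716) at 179 CPM in TBM 2, 4.80 in control 2, 631 in control 1 and 3.25 in TBM 1, took 0.186% of the counts in control 1, 0.00191% in control 2, 0.00131% in TBM 1 and 0.0393% in TBM 2. The 13 tested unigenes of the mitochondrial genome list took 0.0027%, 0.0184%, 0.0243% and 0.00875% in the same order. The 4 tested unigenes of the ribosomal RNA list took 0.000731%, 0.0165%, 0.0142% and 0.00611%. These shares cover only members that the study listed for differing between these libraries. They do not measure the mitochondrial or ribosomal RNA content of a library. Of the 22 lipid transfer unigenes, 22 were lower in TBM 2 than in control 2, with a median log2 ratio of -2.01. As labelled edgeR and DESeq2 called 0 of them, with 0 at an unadjusted p under 0.05 in edgeR's test. With the libraries exchanged, edgeR called 0 over all unigenes and 14 lower when adjusted over the list alone, with 17 at an unadjusted p under 0.05, and DESeq2 called 11. As labelled and without control 2, edgeR called 20 of them higher, and with the libraries exchanged 22 lower without TBM 2 or without the library labelled control 1. Of 2 autophagy unigenes 2 were higher in TBM 2, and of 8 of auxin and gibberellin 1 was higher and 7 were lower. For these lists edgeR and DESeq2 called 0 as labelled, with 0 at an unadjusted p under 0.05 in edgeR's test. Under the Dataset S1 assignment, edgeR called 0 over all unigenes and, adjusted over the list alone, 2 higher and 1 higher. At an unadjusted p under 0.05 it gave 2 autophagy unigenes higher, and 1 higher and 4 lower for auxin and gibberellin, and DESeq2 called 0 and 1. As labelled and without control 2, edgeR called 0 of autophagy and 7 of auxin and gibberellin higher, and with the libraries exchanged it called 2 of autophagy higher, and 1 of auxin and gibberellin higher and 7 lower, without TBM 2 or without the library labelled control 1. The study chose these lists on the same samples.

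The unigenes without a name that had the smallest p as labelled were GR442979 and EV180758, with log2 fold changes of 3.87 and 4.20, and TC193969 and TC161832, with -3.21 and -2.76, each with an adjusted p of 0.633 by edgeR. By the assignment of Dataset S1 they were TC203374 and TC198684, with 7.23 and 5.74, and TC195146 and CN830660, with -3.69 and -4.70, with adjusted p by edgeR from 0.239 to 0.312.

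The library labelled control 1 carries the transcripts the study lists as upregulated. The study chose them for differing between these libraries in values already scaled per library. A difference left after scaling was therefore fixed by that choice. Greater depth of that library is a factor shared by all its unigenes, and scaling removes it. In the transcripts listed as upregulated, scaling moved the median log2 ratio of control 1 over TBM 1 from 5.60 to 4.20 (quartiles 3.33 and 5.40). In 47598 tested unigenes outside the lists with means in the same range, it moved the median from 1.48 to 0.09. The transcripts listed as downregulated had fewer counts in the deeper control 1 even before scaling. Their median log2 ratio was then -4.09 (quartiles -5.75 and -2.62). A shared factor cannot raise some unigenes and lower others, so these values argue against greater depth as the cause for the listed transcripts. Another composition of the RNA, such as other tissues or stages among the buds, was not tested and stays open. The libraries do differ in composition, with TMM factors of 1.374 for control 1 and 0.721 for TBM 1. An exchange of control 1 and TBM 1 was tested on unigenes outside the lists. If they were exchanged, unigenes higher in TBM 2 than in control 2 would be higher in control 1 than in TBM 1 more often than unigenes lower in TBM 2. At a bound of 8 times, 77.2% of 92 unigenes higher in TBM 2 and 82.0% of 284 lower in TBM 2 were higher in control 1, a difference of -4.9 percentage points. At a bound of 4 times, the shares were 59.3% of 695 and 74.7% of 1249, a difference of -15.4 points. A first form of this test read each share alone against fixed bounds of its own and was given up, since control 1 stood higher than TBM 1 in most unigenes of either kind. The study listed transcripts on which control 1 and TBM 2 lie on the same side, so leaving them out removes unigenes that go with an exchange and biases these differences downward, while keeping them biases the differences upward. With the listed transcripts kept, the shares were 89.2% of 194 and 78.5% of 297 at 8 times, a difference of 10.7 points, and 66.1% of 834 and 71.9% of 1297 at 4 times, a difference of -5.9 points. None of the 4 differences reached 20 points in either direction, so the labels and the exchange cannot be told apart by this test, which rests on 1 library against 1. Across unigenes, which are not independent, the ratio of control 1 to TBM 1 and that of TBM 2 to control 2 had a correlation of 0.05 on the log2 scale.

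The median size of the log2 difference between libraries was 0.45 for control 1 and control 2, 0.44 for TBM 1 and TBM 2, 0.30 for control 2 and TBM 1, and 0.56 for control 1 and TBM 2. Pearson's r across unigenes was 0.964 for control 2 and TBM 1, 0.911 for TBM 1 and TBM 2, 0.884 for control 2 and TBM 2, 0.827 for control 1 and control 2, 0.793 for control 1 and TBM 2, and 0.764 for control 1 and TBM 1. The paper's qPCR (Fig. 10) compares treated with control buds and reports SOT12 and DTX1 as activated and QRT3 and A6 as reduced. SOT12 stood at 361 CPM in control 1 and 1.63 in TBM 1, and DTX1 at 54.7 and 0.203. QRT3 stood at 1.84 and 282, and A6 at 0.383 and 227. For these transcripts the qPCR directions go with the exchange and against the labels of these 2 libraries. The paper reports that its other transcripts chosen for qPCR also went the way of its sequencing values. Of these, LTP12, ATA7, SCT, GDSL lipase AT1G20130, ATXR6 and psbB were lower in control 1 than in TBM 1. GSTU24, AOX1A, AOX3, ERF071, RAP2-3 and ATG8a were higher in control 1. These directions too go with the exchange. The qPCR gives no value per library, so it does not settle the assignment by itself.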
